# Lineage-Specific Genes Are Prominent DNA Damage Hotspots during Leukemic Transformation of B Cell Precursors

**DOI:** 10.1016/j.celrep.2017.01.057

**Published:** 2017-02-14

**Authors:** Bryant Boulianne, Mark E. Robinson, Philippa C. May, Leandro Castellano, Kevin Blighe, Jennifer Thomas, Alistair Reid, Markus Müschen, Jane F. Apperley, Justin Stebbing, Niklas Feldhahn

**Keywords:** leukemia, B-cell precursors, transformation, oncogenic stress, DNA damage, genomic instability, clonal evolution, transcription

## Abstract

In human leukemia, lineage-specific genes represent predominant targets of deletion, with lymphoid-specific genes frequently affected in lymphoid leukemia and myeloid-specific genes in myeloid leukemia. To investigate the basis of lineage-specific alterations, we analyzed global DNA damage in primary B cell precursors expressing leukemia-inducing oncogenes by ChIP-seq. We identified more than 1,000 sensitive regions, of which B lineage-specific genes constitute the most prominent targets. Identified hotspots at B lineage genes relate to DNA-DSBs, affect genes that harbor genomic lesions in human leukemia, and associate with ectopic deletion in successfully transformed cells. Furthermore, we show that most identified regions overlap with gene bodies of highly expressed genes and that induction of a myeloid lineage phenotype in transformed B cell precursors promotes de novo DNA damage at myeloid loci. Hence, we demonstrate that lineage-specific transcription predisposes lineage-specific genes in transformed B cell precursors to DNA damage, which is likely to promote the frequent alteration of lineage-specific genes in human leukemia.

## Highlights

• B lineage genes are γH2AX-marked DNA damage sites in transformed B cell precursors
• γH2AX hotspots occur at highly transcribed, H3K27ac-marked genes
• γH2AX hotspots relate to R loop sequences and con/divergent transcription
• Myeloid lineage induction in transformed B cells causes DNA damage at myeloid loci

## Introduction

Most cancers are genetically unstable (Lengauer et al., 1998) and exhibit genomic alterations that promote tumor progression (Vogelstein et al., 2013). Analyses of cancer genomes over the last decade have revealed highly mutated genomes with more than 100 alterations per tumor genome for solid tumors (Vogelstein et al., 2013), whereas liquid tumors such as leukemia are less mutated (Mullighan et al., 2007). The analyses of leukemia genomes, however, uncovered that the most prominent group of genes to become defective in B cell precursor leukemia (B-cell precursor acute lymphoblastic leukemia [BCP-ALL] or B-lymphoid acute lymphoblastic leukemia [B-ALL]) are regulators of B cell development (40% in B-ALL and 66%–68% in high-risk B-ALL (Mullighan et al., 2007, Mullighan et al., 2009, Zhang et al., 2011)), with the transcription factors *PAX5* and *IKZF1* being altered in ∼32% and ∼29% of cases in high-risk B-ALL, respectively (Mullighan et al., 2009). Deletion of IKZF1 is associated with particularly poor clinical outcomes (Mullighan et al., 2009), and recent studies based on a PAX5 restoration model clearly validated the powerful tumor-suppressive function of PAX5 in B lineage ALL (Liu et al., 2014). Similar to lymphoid malignancies, myeloid-lineage genes are often targets of genomic alteration in myeloid leukemia (e.g., *CEBPA*, *GATA1*, *PU.1*, and *RUNX1*; Rosenbauer and Tenen, 2007). Although this pattern of lineage-specific genetic lesions in lymphoid and myeloid leukemia cases has been frequently observed, the mechanistic basis underlying its appearance remained elusive.

DNA damage resulting from oncogenic stress was proposed as a cause of genome instability in transformed cells almost 10 years ago (Halazonetis et al., 2008). Malignant transformation of healthy cells resulting in cancer is frequently associated with the activation of an oncogene (e.g., *BCR-ABL1* in B-ALL), and, similarly, oncogene activation can occur during tumor progression. Oncogene activation may cause cellular stress, including DNA damage, as a result of oxidative stress (Sattler et al., 2000, Vafa et al., 2002) and/or replicative stress (Di Micco et al., 2006). The latter has been associated with hyper-replication, aberrant replication origin firing, and an exhaustion of the cellular nucleotide pool that interferes with efficient replication (Bester et al., 2011). DNA damage in oncogene-expressing cells has been shown to promote malignant transformation and acquisition of genomic defects in cancer models (Gilad et al., 2010). Likewise, oncogene-induced DNA damage has been associated with genomic defects found in human cancer, including solid tumors (Miron et al., 2015) and B cell lymphoma (Barlow et al., 2013). However, the potential relevance of oncogenic stress in promoting genomic defects found in patients with leukemia remained unclear and has been further brought into question by the identification of the antibody-diversifying enzymes AID and RAG1 as potential drivers of genomic defects in ETV6-RUNX1-positive B cell precursor ALL (Swaminathan et al., 2015). Likewise, recurrent genomic deletions in B-ALL have been associated with aberrant RAG1 activity by others because of the presence of cryptic RAG1 cleavage sites at individual deletion breakpoints (Holmfeldt et al., 2013, Iacobucci et al., 2009, Mullighan et al., 2008).

To obtain insight into the origin of DNA damage that promotes genomic defects found in leukemia genomes, here we performed a genome-wide analysis of DNA damage in primary B cell precursors undergoing oncogene-induced leukemic transformation using chromatin immunoprecipitation sequencing (ChIP-seq). The cells analyzed by us do not express AID or RAG1; hence, identified DNA damage is thought to relate primarily to oncogenic stress present in these transformed cells.

## Results

### Transformed B Cell Precursors Exhibit Genome-wide DNA Damage

B lymphoid leukemia arises from hematopoietic stem cells or B cell precursors that acquired a transforming, leukemia-initiating event. To analyze DNA damage related to leukemic transformation, we transduced primary murine bone marrow-derived B cell precursors with retroviral vectors encoding the leukemia-inducing oncogenes BCR-ABL1 or C-MYC or with an empty vector (EV) as a control (Figure 1A; Figure S1A). To increase the sensitivity of DNA damage detection, we used bone marrow from *53BP1*^−/−^ mice. As expected, oncogene expression resulted in an immediate response characterized by elevated proliferation and a temporary phase of cellular stress (Figure 1B). Early-transformed cells further exhibited signs of DNA damage (Figure 1C; Figure S1B), which was unrelated to apoptosis (Figure 1D), or expression of AID or RAG1 (Figure S1C). We next aimed to identify the precise genomic regions that experience DNA damage upon leukemic transformation. To do so, we performed ChIP-seq on apoptotic/dead cell-depleted fractions using antibodies for the DNA-bound DNA damage response protein γH2AX, as done previously by others (Barlow et al., 2013, Rodriguez et al., 2012, Seo et al., 2012). γH2AX regions were identified as described previously (Barlow et al., 2013), with minor modifications to optimize calling of broad γH2AX peaks. γH2AX signals were highly reproducible in a repeat experiment (Figures S1D and S1E). In total, 889 and 960 γH2AX-regions were identified for BCR-ABL1 and C-MYC, respectively (Tables S1 and S2). Interestingly, γH2AX signal intensities at γH2AX-enriched regions were comparable for both BCR-ABL1- and C-MYC-expressing cells (Figure 1E). This may reflect that BCR-ABL1- and C-MYC-induced DNA damage arises in a similar manner (e.g., by replicative stress) or that BCR-ABL1-induced DNA damage mainly arises from activation of BCR-ABL1-induced expression of C-MYC (Sawyers, 1993). We therefore combined both region lists, yielding a merged list of 1,289 γH2AX sites that were used for further comparison (Table S3). γH2AX sites were distributed over all chromosomes (Figure 1F), but the total coverage across chromosomes highly correlated with exon coverage per chromosome (Figure 1G).

### γH2AX-Marked Genomic Regions Occur at B Cell Precursor-Specific Genes and Relate to Endogenous DNA Damage

We next analyzed the identified γH2AX regions for genes that overlap with them. We observed that many of the most prominent regions affected genes specifically expressed by B cell precursors (Figure 2A). Furthermore, most of the crucial genes related to the pre-B cell receptor complex, pre-B cell receptor signaling, and B cell precursor identity-related transcription overlapped with γH2AX-enriched regions present in transformed B cell precursors (Figure 2B; Figures S2A–S2C). Gene ontology (GO) pathway analysis of all γH2AX regions confirmed that they, in many cases, affected immune system-related processes (Figure S2D; Table S4). To verify that identified γH2AX hotspots at B lineage genes correlate to sites of active DNA damage, we next performed DNA fluorescence in situ hybridization (FISH) using “break-apart” probes for two B lineage gene-related γH2AX hotspots (*BLNK* and *PAX5*) and a γH2AX coldspot (*FOXP2*) as a control (Figure 2C). The FISH probes cover the flanking regions of the target genes and are physically separated when a DNA double-strand break (DSB) occurs (split signal) (Figure 2C, left). In agreement with our ChIP-seq results, we could detect a significant increase in split FISH probe signals for the γH2AX hotspots in transformed B cell precursors compared with control cells (Figure 2C, right) but not for the γH2AX-negative region analyzed as a control. Interestingly, when analyzing a successfully transformed B cell precursor line (>50 days after oncogene induction) by γH2AX ChIP-seq, we observed that the most prominent γH2AX region at *IGH* was diminished (Figure 2D, top). To investigate whether this may relate to internal deletions at the *IGH* locus, we analyzed seven successfully transformed B cell precursor cell lines for genomic loss at *IGH* by PCR. We confirmed genomic loss in two of seven cultures, including the cell line initially analyzed by ChIP-seq (Figure 2D, bottom). In summary, our results show that B cell precursor-specific genes represent prominent γH2AX hotspots in transformed B cell precursors, that γH2AX enrichment at B lineage genes correlates to endogenous DNA damage as validated in a limited number of loci by DNA-FISH, and that γH2AX-enriched regions can be subject to genomic deletion during prolonged culture of transformed B cell precursors.

### Identified Regions Locate to Genes Affected by Genomic Lesions in Human B Cell Precursor Leukemia

Within the most prominent γH2AX regions, we identified B cell precursor-specific genes but also non-B cell-specific genes known to become defective in leukemia (e.g., *HIST1* and *ERG*) (Figure 3A). To evaluate to what extent genomic alterations in human B-ALL occur at genes that are characterized by γH2AX hotspots in transformed B cell precursors, we compared the list of genes overlapping with γH2AX regions with three datasets documenting gene defects in human leukemia. Only genomic alterations from these datasets that were present in B cell precursor leukemia and that related to genomic deletions or translocations were used for comparison. We found significant enrichment of genes associated with genomic deletions/translocations that similarly overlapped with γH2AX regions identified by us (Figure 3B; Table S5). γH2AX regions also located to genomic loci associated with alterations in B-ALL that were not identified by the above studies (e.g., *BACH2* and *MIR142*). In total, 27 genes reported as defective in human B-ALL were present in our γH2AX region list (Figure S3A) and an additional eight genes related to B-ALL that displayed γH2AX signals but failed to pass our stringent region-calling threshold (Figure S3B).

### γH2AX Hotspots in Transformed B Cell Precursors Occur at Transcriptionally Active Loci

We next analyzed the genomic location of the identified regions in more detail. 788 of 1,289 γH2AX regions overlapped with multiple genes, leading to a total overlap of 1,289 regions with 2,300 genes. γH2AX regions often specifically covered the gene body of a respective gene, which was confirmed by meta-gene analysis (Figure 4A). In agreement with gene body-associated fragility in transformed B cell precursors, cross-analysis of structural variations (SVs) previously identified in human leukemia also showed breakpoints to be enriched within gene bodies (Figure S4A). To assess whether γH2AX region formation relates to transcription, we next generated ChIP-seq libraries for the chromatin mark H3K27ac, which is present at transcriptionally active promoters and enhancers (Shlyueva et al., 2014). Analysis of H3K27ac distribution confirmed accumulation at transcription start sites (TSSs) in transformed B cell precursors (Figure S4B). Furthermore, most γH2AX regions exhibited H3K27ac at respective promoters, and abundance of these two histone marks at overlapping regions showed significant correlation (Figures 4B and 4C). 

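Gene expression was measured by poly(A) RNA sequencing of primary B cell precursors from the bone marrow of 53BP1−/− mice, which lack the DNA repair factor 53BP1. The cells were grown with interleukin-7 and transduced with a retrovirus encoding BCR-ABL1, the fusion kinase of B-ALL, with a retrovirus encoding the transcription factor C-MYC, or with the empty vector (EV). The paper gives day 7 after transduction as the typical day of harvest, and the sample labels give days 7 to 9. There were 2 libraries for each of the 3 conditions. The reads counted on genes were 20687092 and 22697715 for EV, 21311221 and 24095955 for BCR-ABL1, and 23038828 and 22712412 for C-MYC. The authors aligned the reads to GRCm38/mm10 with STAR and the UCSC known genes, and they deposited unnormalized counts and StringTie FPKM values for 24421 gene symbols. The paper's text does not name the program that counted the reads or its strand setting, so counts of paralogs, overlapping genes and antisense genes are uncertain. Trp53bp1, the gene disrupted in these mice, lies on chromosome 2 of GRCm38 from 121193281 to 121271407 and had 363 and 723 counts in EV, 464 and 516 in BCR-ABL1, and 342 and 408 in C-MYC. These counts do not show the loss of the gene, and as counts per gene they do not tell which of its exons were read. All 6 libraries come from the same genotype, so they do not check the condition labels either. Myc checks the C-MYC labels: it had 3869 and 3277 counts in EV, 7239 and 8381 in BCR-ABL1, and 37920 and 27450 in C-MYC. It does not check the labels of BCR-ABL1 and EV, because its rise in BCR-ABL1 is itself a result. Abl1 and Bcr do not settle these labels either. Their log2 fold changes, BCR-ABL1 against EV, were 0.24 (standard error 0.11) and 0.27 (standard error 0.15), and the vector carries the human fusion. The replicates differed by more than counting noise, with a chi-square per degree of freedom of 45.6 for EV, 10.7 for BCR-ABL1 and 20.3 for C-MYC. γH2AX regions were taken from the paper's Tables S1 to S3, which list the regions called with SICER, and were not called again. These tables name genes by Ensembl identifier, and 86.9% of the 1785 identifiers of Table S1 and 86.7% of the 2095 identifiers of Table S2 were matched to a symbol with an expression value. FPKM was also compared with counts per kilobase of annotated exon. Across the 10579 genes with a mean of at least 50 counts, Spearman's rho between them was 0.832, and for 9.31% of these genes FPKM was more than 4 times above or below counts per kilobase, relative to the median gene. Genes are not independent replicates in any test across genes. Counts were normalized by edgeR's TMM method, and 12786 genes passed its filter on low counts.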

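Genes were placed in a high- or a low-expression category by the median FPKM of the expressed genes of each condition (mean FPKM above 0), which was 4.09 in BCR-ABL1 and 3.87 in C-MYC. Of 1551 genes that overlap a BCR-ABL1 γH2AX region, 1190 were in the high category, or 76.7% by the mean FPKM of the 2 libraries, against 30.3% of the 22870 other genes (Fisher's exact test across genes, 2-sided, p = 4.84e-289). Of 1814 genes that overlap a C-MYC γH2AX region, 1343 were in the high category, or 74.04%, against 29.7% of the 22607 other genes (Fisher's exact test, 2-sided, p = 1.29e-303). In single libraries both shares were lower, and they differed between the libraries of a condition by an SD of 0.182 percentage points in BCR-ABL1 and 0.078 in C-MYC (n = 2). Among the choices set beforehand, the definition of an expressed gene moved these shares most downward: with FPKM above 1, they were 59.2% and 56.3%. On the log2(FPKM + 1) scale, the median of γH2AX-region genes exceeded that of other genes by 4.36 ± 0.02 in BCR-ABL1 (4.51 against 0.14) and by 4.20 ± 0.08 in C-MYC (4.32 against 0.12; SD, n = 2 libraries). Both differences had p = 1e-05, the smallest that 100000 resamples of a 2-sided permutation test across genes can give. With only genes of FPKM above 1 in both sets, the differences were 1.15 and 1.19. Actb, on chromosome 5 of GRCm38 from 142903115 to 142906754, lies in a γH2AX region of both conditions from 142897401 to 142910399 and had an FPKM of 1871 ± 12.96 in BCR-ABL1 and 1410 ± 226 in C-MYC (SD, n = 2). Cd79a, on chromosome 7 from 24897381 to 24902197, encodes a chain of the B cell receptor complex. It lies in a region of both conditions from 24884501 to 24933499, with an FPKM of 1261 ± 149 in BCR-ABL1 and 553 ± 126 in C-MYC. Pax5, on chromosome 4 from 44524757 to 44710487, encodes a B cell transcription factor and lies in a region from 44512601 to 44712399. Its FPKM was 79.8 ± 7.09 in BCR-ABL1 and 54.0 ± 2.91 in C-MYC. The γH2AX fold change over isotype control that the paper lists for each region was compared with the log2(FPKM + 1) of the region's most highly expressed gene. Spearman's rho was 0.473 over 852 BCR-ABL1 regions (Pearson's r = 0.336) and 0.482 over 921 C-MYC regions (r = 0.303), and each of these 4 coefficients had p = 1e-05, again the smallest that the permutation test over pairings can give. Adjusted over this family of 4 by Benjamini-Hochberg, p stayed at 1e-05 for the permutation test. With RPKM in place of fold change as the measure of γH2AX, rho fell to 0.329 and 0.357, and with the mean over all genes of a region it fell to 0.374 and 0.352. From H3K27ac at the promoters of γH2AX regions (Figures 4B and 4C) and from RNA-seq, the paper concludes that γH2AX hotspots relate to transcriptionally active genes. It also reports γH2AX over gene bodies (Figure 4A) and more γH2AX at a DS-RED transgene when its expression was induced (Figure S4C). H3K27ac, the gene body profiles and the DS-RED experiment were not analysed here.

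**Figure D1:**
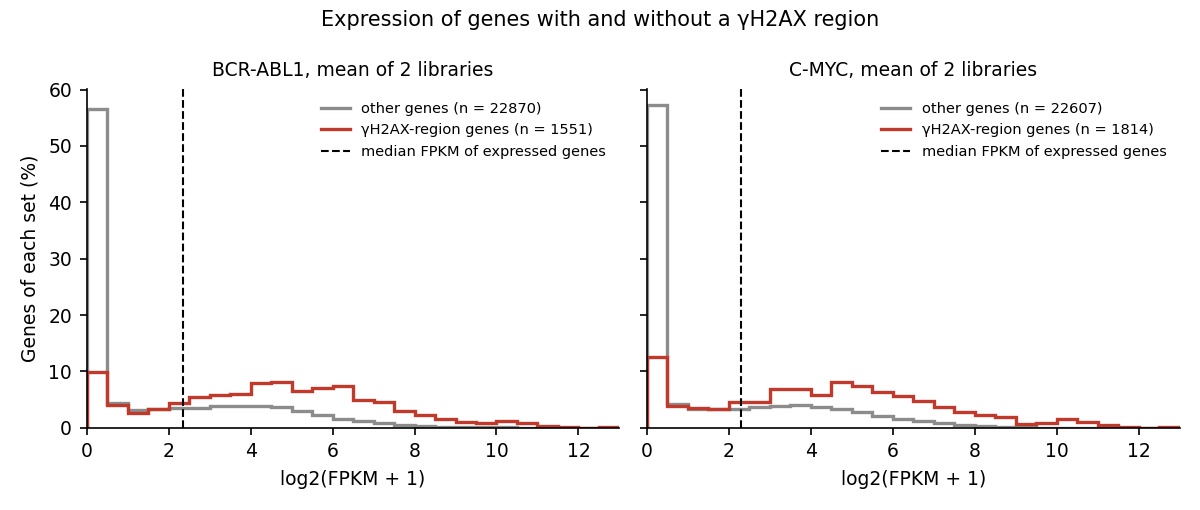
Percent of genes in bins of log2(FPKM + 1) for genes with a γH2AX region (red) and other genes (gray), in BCR-ABL1 (left) and C-MYC (right), each the mean of 2 libraries. The dashed line marks the median FPKM of expressed genes, 4.09 on the left and 3.87 on the right, and the median log2 value is 4.51 for γH2AX-region genes against 0.14 for other genes in BCR-ABL1.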

Analysis by RNA sequencing (RNA-seq) confirmed γH2AX regions to be enriched among highly expressed genes (Figures 4D and 4E) and that highly expressed genes exhibit greater γH2AX intensities (Figure 4F). Furthermore, genes differentially expressed between BCR-ABL1 and C-MYC conditions displayed a concomitant change in γH2AX signal intensity (Figure 4G). 

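Between BCR-ABL1 and C-MYC, 1523 genes were higher in BCR-ABL1 and 1468 were higher in C-MYC at an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 12786 genes, all 6 libraries in the model). The median log2 fold change of these genes was 0.96 and -0.80. Table S3 assigns each merged region to BCR-ABL1, to C-MYC or to both. Among the differentially expressed genes, 310 overlapped regions of 1 condition only, and for 232 of them (74.8%) the region was in the condition with the higher expression. Of 139 genes in a region found only in BCR-ABL1, 102 were higher in BCR-ABL1. Of 171 genes in a region found only in C-MYC, 130 were higher in C-MYC (Fisher's exact test on direction by condition, 2-sided, p = 1.69e-18). For genes with a region in both conditions, the log2 ratio of the paper's γH2AX fold changes, BCR-ABL1 over C-MYC, was set against the log2 fold change of expression. Across the 270 differentially expressed genes of this kind, Spearman's rho was 0.526 and Pearson's r was 0.542, and 215 genes (79.6%) had the same sign on both measures. Across all 977 tested genes with a region in both conditions, rho was 0.428, r was 0.424, and 66.5% had the same sign. All 4 coefficients had p = 1e-05, the smallest that 100000 resamples of a permutation test over pairings can give, and Benjamini-Hochberg adjustment over the 4 left p at 1e-05. The choice of γH2AX measure moved rho most: with the ratio of RPKM it fell to 0.414 for differentially expressed genes and 0.306 for all genes, and with the ratio of RPM it rose to 0.644 and 0.488. The γH2AX signal over genes extended by their flanks, which Figure 4G plots, was not analysed here.

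**Figure D2:**
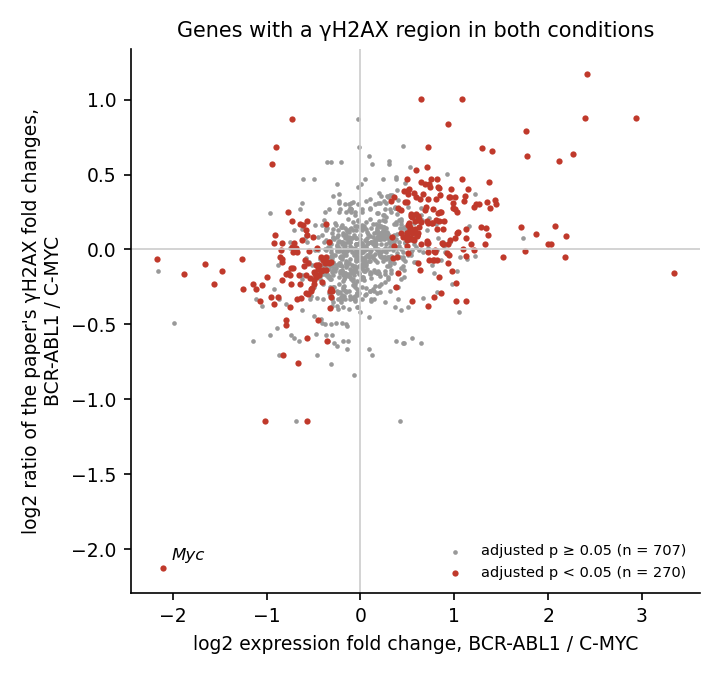
Log2 fold change of expression, BCR-ABL1 over C-MYC (horizontal axis), against the log2 ratio of the paper's γH2AX fold changes (vertical axis), 1 point per gene with a γH2AX region in both conditions. The 270 genes with an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) are red, and 215 of them lie in the upper right or lower left quadrant.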

In agreement with increased γH2AX signals at highly transcribed loci in transformed B cell precursors, we also observed that induced expression of a transgenic fluorochrome (DS-RED) in transformed cells resulted in elevated γH2AX accumulation at the related expression cassette (Figure S4C).

### Analysis of Convergent and Divergent Transcription, R Loop-Forming Sequences, and Early-Replicating Fragile Sites at γH2AX Regions

To understand the origins of transcription-induced γH2AX regions in transformed B cell precursors, we analyzed whether γH2AX regions are associated with known causes of transcription-related fragility. We first analyzed γH2AX regions for their relation to convergent and divergent transcription, which have been associated with genomic instability (Barlow et al., 2013, Heinäniemi et al., 2016, Pannunzio and Lieber, 2016). γH2AX regions were enriched at gene pairs compared with isolated genes but not further enriched for convergent or divergent gene orientation compared with tandem orientation (Figure 5A, left). However, in agreement with increased fragility at regions with convergent and divergent transcription, we observed that γH2AX signals were elevated at convergent/divergent gene pairs compared with tandem genes (Figure 5A, right; p < 1 × 10^−6^ for both, convergent versus tandem and divergent versus tandem comparisons; Mann-Whitney test). We next assessed whether γH2AX regions may relate to R loop formation, which can promote fragility by exposure of single-stranded DNA (ssDNA) or interference with replication. To do so, we predicted R loop-forming sequences (RLFSs) for the mouse genome as described previously (Jenjaroenpun et al., 2015) and analyzed γH2AX regions for enrichment of RLFSs. Of note, RLFSs do not indicate the actual presence of R-loops but an increased propensity of a nucleotide sequence to promote R-loop formation. Likewise, detection of RNA-DNA hybrids by DNA:RNA immunoprecipitation sequencing (DRIP-seq) analysis has shown significant enrichment of R-loops at computationally predicted RLFSs (Heinäniemi et al., 2016). We found that genes marked by γH2AX were enriched for RLFSs compared with the gene population as a whole (Figure 5B, left) or when considering only highly expressed genes (Figure 5B, right), suggesting an increased likelihood of R loop formation at γH2AX regions. We next compared γH2AX regions to locations of early replication fragile sites (ERFSs) (Barlow et al., 2013), which accumulate DNA DSBs and γH2AX in response to hydroxyurea (HU)-induced replicative stress. ERFS hotspots significantly overlapped with the γH2AX regions identified by us (55% of ERFSs overlapped with 26% of γH2AX regions) (Figure 5C, left); however, HU-induced γH2AX signals at ERFSs differed from the signals present in transformed B cell precursors at overlapping regions (Figure 5C, right).

### Lineage-Specific Transcription Predisposes Lineage-Specific Genes to DNA Damage

To functionally investigate the potential link between lineage-specific transcription and DNA damage at lineage-specific genes, we next investigated whether a fundamental change in the cell-type-specific transcriptional program of transformed B cell precursors may cause a concomitant change in DNA damage hotspot localizations at lineage-specific genes. To do so, we used a similar model as before, in which B cell precursors are transformed by the BCR-ABL1 oncogene but with the addition of an inducible CEBPA transgene, which promotes myeloid-specific transcription and a corresponding myeloid lineage phenotype in B cell precursors (Chen et al., 2015; Figure 6A). This allowed us to examine de novo DNA damage-sensitive sites in transformed B cell precursors by γH2AX ChIP-seq that occur as a consequence of myeloid lineage-specific transcription. Indeed, induction of a myeloid phenotype (CEBPA + doxycycline [DOX]) was associated with de novo γH2AX signals at myeloid-specific genes that were not present in our lymphoid lineage controls (Figure 6B, bottom; Table S6). γH2AX signals at non-lineage-specific genes showed no difference between lymphoid and myeloid phenotypes (Figure 6B, top). γH2AX signals at B cell-specific genes only showed a minor reduction in CEBPA-expressing cells compared with controls, possibly reflecting an incomplete loss of the B cell phenotype in our experiments. To confirm DNA damage at myeloid γH2AX hotspots, we performed DNA FISH as described in Figure 2C but using probes for two myeloid hotspots (*LYZ2* and *THBS1*). In agreement with our ChIP-seq results, we detected increased split probe signals for *LYZ2* and *THBS1* by DNA FISH in the myeloid compared with the lymphoid fraction (Figure 6C). Analysis of the top-ranked γH2AX ChIP-seq regions specific for cells with the myeloid phenotype further showed that all of them related to myeloid lineage or function (Figure 6D). GO pathway analysis additionally confirmed high enrichment of myeloid-specific genes overlapping with γH2AX regions identified in cells with the myeloid phenotype (Table S7). These findings provide a functional validation of our hypothesis that lineage-specific transcriptional programs promote fragility of lineage-specific genes in transformed B cell precursors.

## Discussion

Oncogenic lesions in hematopoietic progenitor cells give rise to B lymphoid and myeloid malignancies that, at the time of diagnosis, often carry secondary genomic defects that contribute to the disease. The most prominent defects in lymphoid leukemia genomes affect lineage-specific genes (Mullighan et al., 2007, Mullighan et al., 2009, Zhang et al., 2011) that guide respective hematopoietic differentiation and function. Defects at lineage-specific genes are likely to contribute to the differentiation arrest present in leukemia cells, which is thought to represent a causative event for malignant transformation (Rosenbauer and Tenen, 2007). It is unclear, however, whether defects at lineage-specific genes arise from random mutation and selection or whether lineage-specific genes are more likely to become defective. Although our experiments focus on B cell precursors, our results argue for the latter. During malignant transformation of B cell precursors by the leukemia-inducing oncogenes C-MYC and BCR-ABL1, B lineage-specific genes become prominent γH2AX hotspots that relate to DNA DSBs, as shown by DNA FISH for *PAX5* and *BLNK*. γH2AX accumulation is associated with increased transcription, and induction of myeloid-specific transcription in transformed B cell precursors by CEBPA-mediated reprogramming further causes de novo γH2AX hotspots at myeloid-specific genes that relate to DNA DSBs, as shown by DNA FISH for *LYZ2* and *THBS1*. As we assessed only a relatively small number of γH2AX hotspots by DNA FISH, further genome-wide investigation using other tools than ChIP-seq, such as translocation capture sequencing (TC-seq) (Klein et al., 2011), DSB-Capture (Lensing et al., 2016), or DSB end sequencing (END-seq) (Canela et al., 2016) will be beneficial to corroborate DNA DSBs at all identified γH2AX hotspots. Such analyses would also allow a more detailed characterization of the precise breakage sites within identified γH2AX hotspots because γH2AX spreading can occur over extended distances around a DNA DSB (e.g., as shown by Bothmer et al., 2011). Nevertheless, our results show that lineage-specific transcription and the associated fragility of highly transcribed loci represents a major cause of instability at lineage genes in transformed B cell precursors. Such predisposition to DNA damage is likely to increase the occurrence of genomic alterations at B lineage-specific genes and to facilitate subsequent positive selection during clonal evolution as observed in human B-ALL. Notably, with the two experimental strategies we performed (oncogene induction in primary B cell precursors and CEBPA-induced reprogramming in BCR-ABL1-transformed B cell precursors), we analyzed DNA damage at an early stage of malignant transformation as well as at a late stage (primary B cell precursors were analyzed 7 days after oncogene induction [p.i.], whereas CEBPA-reprogrammed cells were analyzed >30 days p.i.). Because we observed fragility of lineage-specific genes in both models, our experiments indicate that this instability phenotype is not limited to the acute response to oncogene activation but represents a characteristic of both early- and long-term-transformed cells.

Although our results provide a link between the high frequency of genomic defects of lineage genes in hematopoietic cancer and transcription-related DNA damage observed in other experimental contexts, transcription can cause genomic fragility for many reasons. For example, transcription exposes ssDNA, which is more fragile and vulnerable to DNA damage. ssDNA can be formed at sites of premature transcription termination (Wang et al., 2014) or within R-loops that occur naturally during transcription (Santos-Pereira and Aguilera, 2015, Skourti-Stathaki and Proudfoot, 2014). R-loops have been shown to specifically associate with highly expressed genes in yeast (Chan et al., 2014), and absence of the DNA damage response protein BRCA1 has been shown to promote R loop-dependent DNA damage at transcriptional pause sites (Hatchi et al., 2015). R loop-associated DNA damage further causes γH2AX accumulation (Hatchi et al., 2015), and RLFSs have been recently described at structural variation hotspots (Heinäniemi et al., 2016). Similarly, we observed that transcription-associated γH2AX hotspots in transformed B cell precursors are strongly enriched for RLFSs. Although RLFSs do not indicate the actual presence of R-loops but an increased likelihood of R loop formation, RLFSs do have significant predictive power for R-loops (Heinäniemi et al., 2016, Jenjaroenpun et al., 2015). However, RLFSs are abundantly encoded throughout the genome within and outside of γH2AX regions (Figure S4D), but cell-type-specific transcription programs are likely to dictate which of these loci actively form R-loops and, consequently, which genomic regions exhibit fragility. In agreement with this, we showed that γH2AX hotspot formation and related DNA DSB induction can be altered by changing lineage-specific transcription.

Additional factors may further amplify transcription-induced fragility during leukemic transformation, such as divergent and/or convergent transcription, which, similarly, can lead to exposure of ssDNA and which have been associated with an increased risk of genomic instability (Barlow et al., 2013, Heinäniemi et al., 2016, Pannunzio and Lieber, 2016). Indeed, we observed elevated γH2AX signals at convergently and divergently transcribed genes. Alternatively, transcription-related DNA damage might also occur as a result of Topoisomerase 2 (TOP2)-mediated DNA DSB induction, which has been described to occur during rapid transcriptional activation of induced genes (Bunch et al., 2015, Madabhushi et al., 2015). Notably, γH2AX signals reported for TOP2-induced DNA damage exhibited a gene body-restricted pattern similar to the pattern present in transformed B cell precursors (Bunch et al., 2015, Madabhushi et al., 2015). However, we were unable to assess whether TOP2-related DNA damage may additionally promote γH2AX hotspot formation and consecutive DNA damage in our experimental model because of immediate induction of apoptosis in response to TOP2 inhibition (data not shown).

Besides transcription itself, interference between transcription and replication has been repeatedly reported as a potential reason for DNA damage (e.g., by Barlow et al., 2013, and Jones et al., 2013). For example fragile sites, which are especially prone to DNA damage during replicative stress, often coincide with sites of high transcription (common fragile sites [CFSs] often coincide with large and transcriptionally active genes [Helmrich et al., 2006], and ERFSs, similarly, associate with transcriptionally active DNA [Barlow et al., 2013]). In agreement with potential transcription-replication conflicts in transformed B cell precursors, we observed an overlap of 55% of reported ERFS hotspots (Barlow et al., 2013), with 26% of the γH2AX regions identified here in transformed B cell precursors. Similarly, a recent report linked replicative stress in RAS-expressing immortalized fibroblasts to transcription-replication conflicts (Kotsantis et al., 2016). However, RAS-induced transcriptional interference with replication in fibroblasts related to upregulation of the TATA box binding protein TBP, but we did not observe any increase of TBP expression in transformed B cell precursors by RNA-seq (data not shown). This is in agreement with several studies by others that showed that oncogenic stress and related DNA damage can significantly differ between cell types and individual oncogenes (Maya-Mendoza et al., 2015, Miron et al., 2015). Nevertheless, we observed that ∼85% of the γH2AX regions identified here in transformed B cell precursors overlapped with early replication domains described for the murine B cell lymphoma line CH12 (1,091 of 1,289 regions, p < 1 × 10^−4^; permutation test) (Stamatoyannopoulos et al., 2012), suggesting interference of transcription with replication as a potential cause for amplification of transcription-induced fragility in transformed B cell precursors. However, because replication timing is highly correlated with transcriptional activity in higher eukaryotes (Schübeler et al., 2002), the relative importance of replication interference in transformed B cell precursors compared with the direct effects of transcription alone remains to be determined.

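Tbp lies on chromosome 17 of GRCm38 from 15499888 to 15528379 and overlaps no γH2AX region. Its counts were 1064 and 872 in EV, 1036 and 1042 in BCR-ABL1, and 1132 and 987 in C-MYC. The CPM was 43.1 ± 9.40 in EV, 46.2 ± 4.11 in BCR-ABL1 and 48.2 ± 5.45 in C-MYC (SD, n = 2 libraries each). The log2 fold change against EV was 0.10 for BCR-ABL1 (standard error 0.18, adjusted p = 0.753 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For C-MYC it was 0.16 (standard error 0.18, adjusted p = 0.498 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Neither difference exceeded the spread between replicates, and EV decided the sign: without replicate 2 of EV, the log2 fold changes were -0.11 and -0.05, and without replicate 1 of EV they were 0.34 and 0.40. The FPKM of Tbp was 4.63-fold above the level that its counts per kilobase of exon give, relative to the median gene, so its FPKM is not used here.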

## Experimental Procedures

### Mice

For experiments on early-transformed B cell precursors, *53BP1*^−/−^ mice (Ward et al., 2003) were used. For experiments involving CEBPA expression (Figure 6), BCR-ABL1-transformed B cell precursors from wild-type mice were used. *53BP1*^−/−^ mice were a kind gift from Dr. Simon Boulton (The Francis Crick Institute). All experiments were performed in agreement with the Animals (Scientific Procedures) Act 1986 (ASPA) guidelines and regulations and protocols approved by the Home Office.

### Cell Culture

Bone marrow (BM) was isolated from femora and tibiae of mice and depleted of erythrocytes using ammonium-chloride-potassium (ACK) lysis buffer (Gibco). Primary B cell precursors were then enriched and maintained by ex vivo culture in Iscove’s Modified Dulbecco’s Medium (IMDM) containing 20% fetal calf serum (FCS) (Invitrogen), 1% penicillin/streptomycin (Gibco), 1% L-Glutamine (Gibco), and 50 μM 2-mercaptoethanol (Sigma) at 37°C in a humidified incubator with 5% CO_2_ in the presence of 10 ng/mL of recombinant mouse interleukin-7 (IL-7) (PeproTech). DOX-inducible CEBPA and control cells were those reported by Chen et al. (2015) and were kept in complete IMDM as described above but without addition of IL-7. Selection of expression cassettes was maintained using 2 μg/mL Puromycin (Sigma) and 500 μg/mL Geneticin/G418 (Sigma). CEBPA-mediated reprogramming was induced by addition of 1 μg/mL DOX (Sigma) for 7 days. Splenic B cells used as controls for western blot and qRT-PCR were isolated from wild-type mice as described previously (Feldhahn et al., 2012).

### Viral Transduction

Transduction of B cell precursors was performed as described previously (Feldhahn et al., 2012) but using X-tremeGENE 9 DNA transfection reagent (Roche) and MIGRI vectors. Empty MIGR1 vector and human BCR-ABL1^P210^-MIGR1 were kind gifts from Danilo Perrotti (University of Maryland School of Medicine). Mouse C-MYC was sub-cloned into MIGR1 from C-MYC-MIG using XhoI (New England Biolabs). Transduction with MIGRI vectors was performed by spinoculation on days 2 and 3 after start of the cell culture. Details on vectors, transduction, and experimental conditions for experiments involving inducible *DS-RED* expression can be found in the Supplemental Experimental Procedures.

### ChIP-Seq, ChIP-qPCR and RNA-Seq

Cells were prepared for ChIP-seq or ChIP-qPCR analysis according to Yamane et al. (2013) with minor modifications. For each experiment, harvested cells were depleted of dead/apoptotic cells using the dead cell removal kit (Miltenyi Biotec) before further processing. For CEBPA experiments, myeloid cells were additionally enriched using anti-CD11B micro-beads (Miltenyi). Primary transformed and untransformed B cell precursors were typically harvested on day 7 after transduction; for CEBPA experiments, cells were harvested after 7 days of DOX addition. For library preparation, the NEBNext ChIP-Seq Library Prep Master Mix Set and NEBNext Multiplex Oligos for Illumina (NEB) were used. For RNA-seq, cells were isolated, cultured, and harvested as for ChIP-seq experiments. RNA was extracted in duplicate experiments from 5 × 10^6^ cells using the QIAGEN RNeasy mini kit. Libraries were generated from pre-enriched mRNA using the NEBNext mRNA Library PrepReagent Set for Illumina (NEB) and pre-amplified using the NEBNext Multiplex Oligos for Illumina (NEB). A detailed description of the experimental procedures, bioinformatic analyses, and statistics is available in the Supplemental Experimental Procedures.

### Statistical Analysis

Statistical analysis of DNA FISH and qRT-PCR data was done by paired Student’s t test ± SEM using GraphPad Prism software. For comparison of γH2AX regions to published datasets on gene defects in B-ALL, two-by-two contingency table analysis was performed as by Swaminathan et al. (2015). For statistical analyses of ChIP-seq and RNA-seq data, please refer to the Supplemental Experimental Procedures.

### DNA FISH

Cultured cells were depleted of dead/apoptotic cells using the dead cell removal kit (Miltenyi). 2–5 × 10^6^ cells were then cultured in fresh medium with 100 ng/mL Colcemid (Gibco) for 4 hr and processed as described previously (Barch et al., 1997). DNA FISH was performed using custom dual-color break-apart probes (Agilent Technologies) diluted 1:100 in ULTRAhyb (Ambion) and hybridized overnight. Automated FISH capture and semi-automated analysis were performed using CytoVision GSL-120 (Leica). Detailed information on DNA FISH probes will be provided upon request.

### qRT-PCR and PCR

For qRT-PCR on IL-7-cultured B cell precursors, cells were typically harvested on day 7 after transduction, dead/apoptotic cell-depleted, and snap-frozen on dry ice. For thymus and BM, cells were isolated freshly from *53BP1*^−/−^ mice and snap-frozen on dry ice. Stimulated B cells were obtained from the spleen and cultured as described previously (Feldhahn et al., 2012). RNA was isolated as for RNA-seq, and cDNA was generated using the RevertAid cDNA synthesis kit (Thermo Fisher Scientific). qPCR was performed using a SYBR green master mix (Sigma JumpStart) on a StepOnePlus platform (Thermo Fisher Scientific). Information of primers, PCR conditions, and analysis can be found in the Supplemental Experimental Procedures. Analysis of the *IGH* locus for genomic loss was done as by Jankovic et al. (2013) using the primers and conditions described.

### Flow Cytometry

Survival indicated by forward scatter (FSC)/side scatter (SSC) as well as GFP or DS-RED expression of transduced cells was assessed by flow cytometry using FACSCalibur or LSRFortessa (BD Biosciences). For a more detailed analysis of viability and apoptosis induction, the Annexin V-PE (phycoerythrin) apoptosis detection kit (BD Biosciences) in combination with 7-AAD (BD Biosciences) was used. For cell surface staining of single-cell suspensions, the following anti-mouse antibodies were used: CD16/32 (Fc Block, clone 2.4G2, BD Biosciences) and CD19-APC (eBio103), B220-PerCPCy5.5 (RA3-6B2), IgM-APCe780 (II/41), CD43-PE (eBioR2/60), CD24-FITC (30-F1), and CD11b-PECy7 (M1/70) (eBioscience).

### Western Blot

Protein lysates were made from snap-frozen cell pellets using radioimmunoprecipitation assay (RIPA) buffer (50 mM Tris-HCl [pH 8.0], 0.5 mM EDTA, 0.1% SDS, 1% NP-40/IGEPAL (octylphenoxypolyethoxyethanol), 0.5% sodium deoxycholate, and 150 mM NaCl). 10–20 μg of proteins were analyzed by SDS-PAGE gel electrophoresis and western blot using the Mini-PROTEAN blotting module and Tris-Glycine eXtended (TGX) stain-free pre-cast gels (Bio-Rad). For detection of specific proteins, the following antibodies were used: anti-phospho-histone H2A.X (serine 139, γH2AX) clone JBW301 (Millipore), anti-phospho-P53 (serine 15, Cell Signaling Technology), anti-α-tubulin (Abcam), anti-LAMIN B1 (Abcam), and anti-AID (L7E7) (Cell Signal).

## Author Contributions

B.B. performed the cell culture, ChIP-seq, qRT-PCR, and western blot. M.E.R. analyzed all deep sequencing data. P.C.M. performed RNA-seq, DNA FISH, and ChIP qPCR. L.C. helped with RNA-seq processing. J.T. performed the DS-RED experiment. K.B. optimized γH2AX region calling. A.R. supervised DNA FISH. M.M., J.F.A., and J.S. contributed by helpful discussion. N.F. designed and supervised the study, wrote the manuscript, and performed some experimental work.

## Figures and Tables

**Figure 1:**
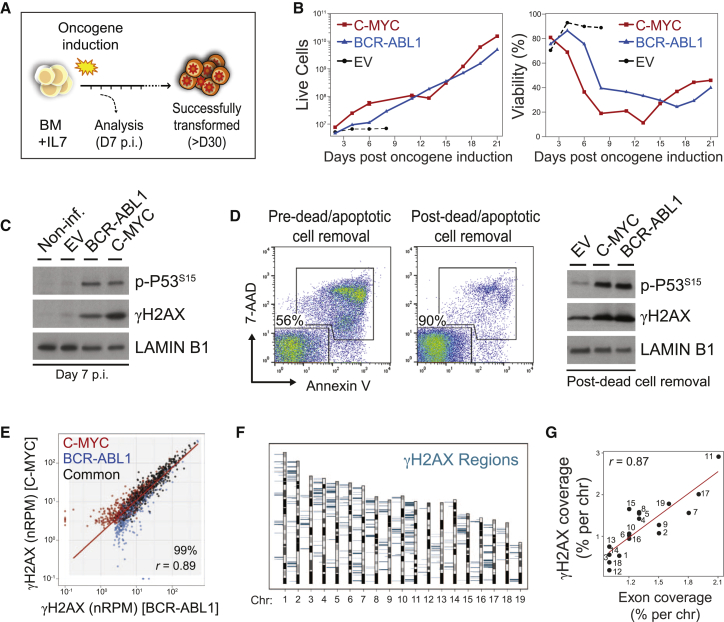
Transformed B Cell Precursors Exhibit Genome-wide DNA Damage (A) Schematic of the experimental strategy. (B) Diagram visualizing proliferation (left) and viability (right) of B cell precursor cultures transduced with the oncogenes BCR-ABL1 or C-MYC or empty vector (EV) as a control. Shown is one of more than five repeat experiments. (C) Western blots for the DNA damage-associated phosphorylations γH2AX and p-P53^Ser15^ in transformed versus untransformed B cell precursors. Shown is one of more than five repeat experiments. (D) Left: verification of the dead cell removal procedure by flow cytometry (7-AAD = dead cells, AnnexinV = apoptotic). Right: western blot as in (C) for dead/apoptotic cell-depleted fractions. (E) Scatterplot of normalized γH2AX read counts per million reads (nRPM, normalized to input/isotype control library) within γH2AX regions identified for BCR-ABL1-expressing cells (blue), C-MYC-expressing cells (red), or for both ChIP-seq libraries (common regions = black) (for repeat experiments, see Figures S1D and S1E). The shaded area indicates regions with γH2AX enrichment above background under both conditions (percent of total regions indicated). Linear regression (red line) and Pearson’s correlation (p < 2.2 × 10^−16^) were calculated from these common regions. (F) Chromosomal distribution of γH2AX regions (blue bars) present in transformed B cell precursors. Bar height represents γH2AX signals (RPM of the BCR-ABL1 library) for each region (range = 0–100 RPM). (G) Comparison of γH2AX region versus exon coverage per chromosome of combined γH2AX regions for BCR-ABL1- and C-MYC-expressing cells. The red line represents linear regression fit.

**Figure 2:**
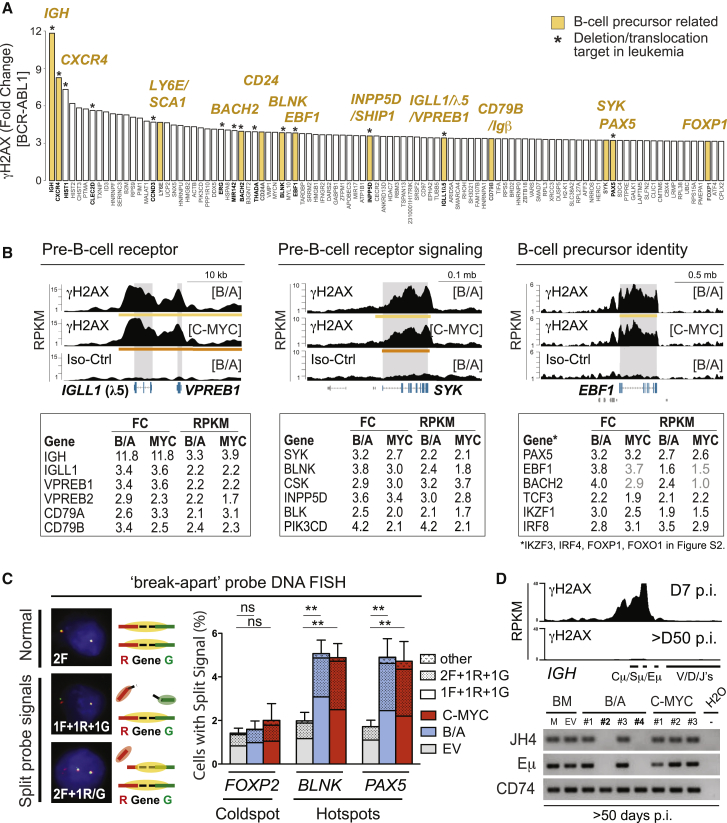
γH2AX-Marked Genomic Regions Occur at B Cell Precursor-Specific Genes and Relate to Endogenous DNA Damage (A) Bar diagram of the top-ranked γH2AX regions identified for BCR-ABL1-transformed B cell precursors. Ranking is based on fold change (FC) of the γH2AX signal compared with control (Iso) signals. Genes that overlap with γH2AX regions are indicated. For multiple regions covering the same gene, regions are combined, and average FC values are shown (i.e., for *HIST1* and *HIST2* genes and for *LY6E*). (B) Top: representative custom track images for genes with γH2AX regions related to the pre-B cell receptor, pre-BCR signaling, and B cell precursor identity. Grey boxes indicate gene body location for the indicated genes. Bottom: tables of γH2AX signal FC values and read density per region expressed as reads per kilobase per million (RPKM) of BCR-ABL1 (B/A) and C-MYC ChIP-seq libraries for genes related to respective gene categories. Values shown in gray did not pass our stringent empirical selection criteria using Statistical Model for Identification of ChIP-Enriched Regions (SICER). Related custom track images can be found in Figures S2A–S2C. (C) Verification of DNA damage at γH2AX hotspots at B lineage genes using DNA FISH and break-apart probes. Left: schematic overview of signals detected. Right: results of five independent experiments for *PAX5* and *BLNK* (γH2AX hotspots) versus *FOXP2* (γH2AX coldspot) (data represent mean ± SEM). (D) Top: custom track visualization of the γH2AX ChIP-seq signal at *IGH* in BCR-ABL1-transformed B cell precursors on day 7 p.i. versus in a BCR-ABL1-induced B cell precursor cell line (>50 days p.i.). Bottom: analysis of the *IGH* locus by PCR using genomic DNA as a template. JH4 proximal intronic and Eμ regions of *IGH* were assessed; CD74 was used as a non-*IGH* control region (one of three repeats is shown). BCR-ABL1-induced cell line #2 is the one analyzed by γH2AX ChIP-seq above.

**Figure 3:**
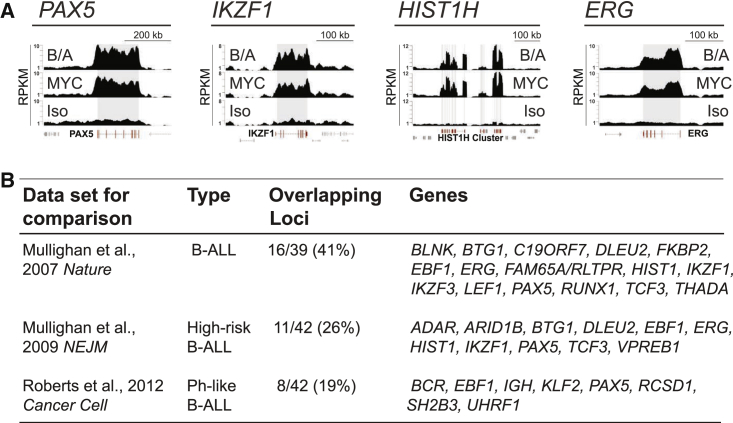
γH2AX Regions Locate to Genes Affected by Genomic Lesions in Human B-ALL (A) Representative custom track images of γH2AX signals at *PAX5*, *IKZF1*, the *HIST1H* gene cluster, and *ERG* for BCR-ABL1 (B/A), C-MYC, and isotype control (Iso) ChIP-seq libraries. Gene models of selected genes are highlighted in red and neighboring genes in gray. Grey boxes indicate gene body location of the indicated gene. (B) Comparison of genes associated with γH2AX-enriched regions in transformed B cell precursors from this study with genes associated with genomic deletions or translocations in human B-ALL. Comparisons were performed against previously published datasets on genomic alterations in human B-ALL, as indicated in the Supplemental Experimental Procedures (Mullighan et al., 2007, Mullighan et al., 2009, Roberts et al., 2012). Only genomic defects were used for comparison that were present in B-ALL, refer to annotated genes, and are present in the mouse genome (explained in the Supplemental Experimental Procedures). The overlapping loci indicated refer to genes that overlap with γH2AX regions identified in BCR-ABL1/C-MYC-transformed murine B cell precursors that were additionally associated with deletions or translocations in human B-ALL identified by the indicated studies. Statistical analysis was done by two-by-two contingency table analysis as by Swaminathan et al. (2015) and confirmed significant enrichment of γH2AX region-associated genes with p < 0.0001, p = 0.002, and p = 0.034 for comparisons with the Mullighan et al., 2007, Mullighan et al., 2009 and Roberts et al. (2012) datasets, respectively. Custom track images for all overlapping genes can be found in Figure S3.

**Figure 4:**
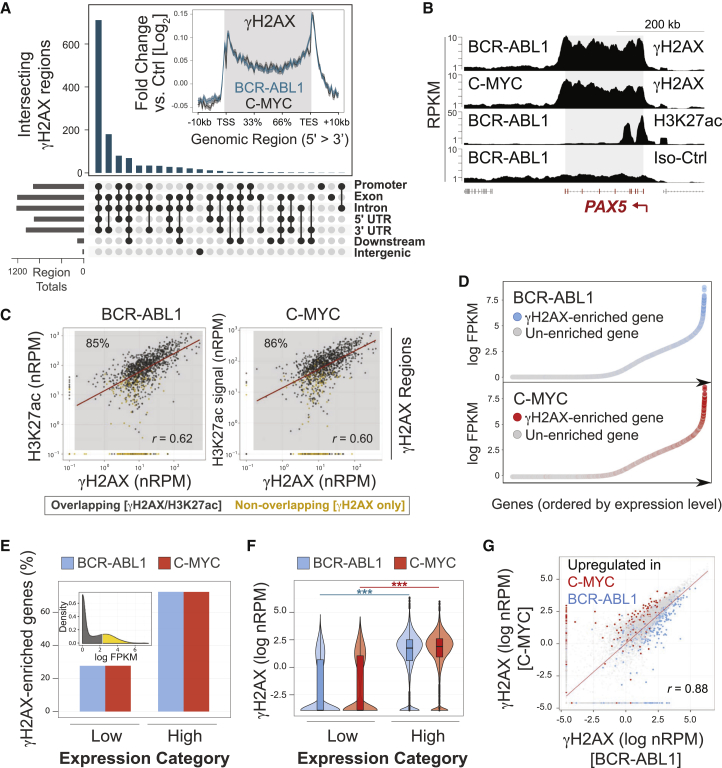
γH2AX Hotspots in Transformed B Cell Precursors Relate to Transcriptionally Active Genes (A) Overlap of γH2AX regions with the indicated gene features for all γH2AX regions identified in transformed B cell precursors. Inset: distribution of γH2AX reads within gene bodies versus upstream and downstream regions for transformed B cell precursors by meta-gene analysis. Signals are normalized to Iso. (B) A representative custom track of γH2AX versus H3K27ac read densities. (C) Scatterplots of γH2AX versus H3K27ac intensities for γH2AX regions. Signals are background-subtracted (“normalized”) RPM values for γH2AX and H3K27ac within identified γH2AX regions from the merged γH2AX region list. For better identification of overlapping regions, regions were extended ± 10 kb as described in the Supplemental Experimental Procedures. Linear regression (red line) and Pearson’s correlation (p < 2.2 × 10^−16^ for both) between γH2AX versus H3K27ac signal intensities is shown for regions that contain both γH2AX and H3K27ac signals (gray shaded area, percentage of total indicated). See Figure S4B for meta-gene analysis of H3K27ac. (D) Relative gene expression levels ranked by fragments per kilobase of transcript per million reads (FPKM) for BCR-ABL1- and C-MYC-transformed B cell precursors. Genes overlapping γH2AX-enriched regions are highlighted as indicated. (E and F) Genes were categorized as high- or low-expressed relative to the median expression level across the population of all expressed genes. Inset, left: kernel density plot of FPKM values; colors indicate expression categories. Relative distribution of γH2AX-enriched genes between expression categories (E) and distribution of normalized γH2AX values measured for extended gene regions between expression categories (F) are shown. The shaded area indicates kernel density overlaid with a standard boxplot, and stars indicate the highly significant difference between categories (p < 1 × 10^−15^; Mann-Whitney *U* test). (G) Scatterplot of the difference in γH2AX signal (nRPM) across extended gene regions between BCR-ABL1- and C-MYC-transformed B cell precursors. Differentially expressed genes are highlighted in blue or red as indicated. Linear regression (red line) and Pearson’s rho (*r*) are indicated.

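A γH2AX region can overlap several genes, so the categories were also counted by region. Among regions with at least 1 gene with an expression value, 97.3% of 852 BCR-ABL1 regions and 96.5% of 921 C-MYC regions held at least 1 gene of the high category. Random gene sets with as many genes per region gave 48.3% (95% of 10000 draws between 45.2% and 51.5%) and 50.3% (between 47.2% and 53.3%), and 0 draws reached the observed share in either condition. Of genes alone in their region, 96.0% of 353 were high in BCR-ABL1 and 95.1% of 328 in C-MYC, against 71.0% of 1198 and 69.4% of 1486 genes that share a region. Measured in 1 library at a time, the share of γH2AX-region genes in the high category was 75.0% and 74.7% for the libraries of BCR-ABL1, and 72% and 71.9% for those of C-MYC. The mean of 2 libraries gave the higher share in both conditions.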

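Genes with a γH2AX region, an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and the largest changes between BCR-ABL1 and C-MYC were examined one by one. Tmem119, on chromosome 5 of GRCm38 from 113793729 to 113800516, lies in a region found only in BCR-ABL1, from 113790701 to 113800999. It had 135 ± 20.2 CPM (counts normalized to library size) in BCR-ABL1 and 1.53 ± 1.21 in C-MYC (SD, n = 2), a log2 fold change of 6.46 (standard error 0.55, adjusted p = 0.000619 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, this value stayed between 5.81 and 7.63. Dusp6, which encodes a phosphatase of ERK kinases, lies on chromosome 10 from 99263231 to 99267489 in a region found only in BCR-ABL1, with a log2 fold change of 4.17 (standard error 0.21, adjusted p = 0.000134 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Lrrc32 (4.59), Ltb (3.23) and Lta (2.94) had the other log2 fold changes of the largest 5 that were higher in BCR-ABL1. Ltb and Lta neighbor each other on chromosome 17 in 1 merged region from 35193501 to 35268699. Lingo3, on chromosome 10 from 80832801 to 80844039, partly overlaps a region found only in C-MYC, from 80826201 to 80836099. Its counts were 119 and 91 in C-MYC but 0 and 1 in BCR-ABL1, at or under the floor of 3 counts, so it was at least 34.6-fold higher in C-MYC. Cnn1 had a log2 fold change of -2.59 (standard error 0.39, adjusted p = 0.00426 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a region found only in C-MYC, from 22109101 to 22115099 on chromosome 9, which overlaps the end of the gene's 3′ UTR. Its CPM was 2.63 ± 0.416 in EV and 3.92 ± 1.03 in C-MYC. Emilin2, on the reverse strand of chromosome 17 from 71252172 to 71311978, went the other way. The 3′ end of the gene, not its promoter, overlaps a region found only in BCR-ABL1, from 71248701 to 71253799, but its CPM was 3.57 ± 0.646 in BCR-ABL1 and 21.2 ± 5.59 in C-MYC (SD, n = 2), a log2 fold change of -2.57. In EV it was higher than in both, at 48.5 ± 10.8. Myc itself had a log2 fold change of -2.11 and a region in both conditions, with a γH2AX fold change in the paper's tables of 2.72 in BCR-ABL1 and 11.9 in C-MYC. The counts do not separate endogenous Myc transcripts from those of the C-MYC vector, which carries mouse C-MYC. The γH2AX fold change in C-MYC does not separate the endogenous gene from integrated copies of the vector either. The labels list an isotype library for BCR-ABL1 cells only, which lack these copies. 6030408B16Rik, at -2.17, completed the 5 that were higher in C-MYC. Its γH2AX fold change was 1.52 in BCR-ABL1 and 1.59 in C-MYC. In C-MYC, the FPKM of Lingo3 (0.99), Cnn1 (1.96) and 6030408B16Rik (3.37) lay under the 3.87 that parts the categories. That of Emilin2 (5.00) and Myc (52.3) lay above it.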

**Figure 5:**
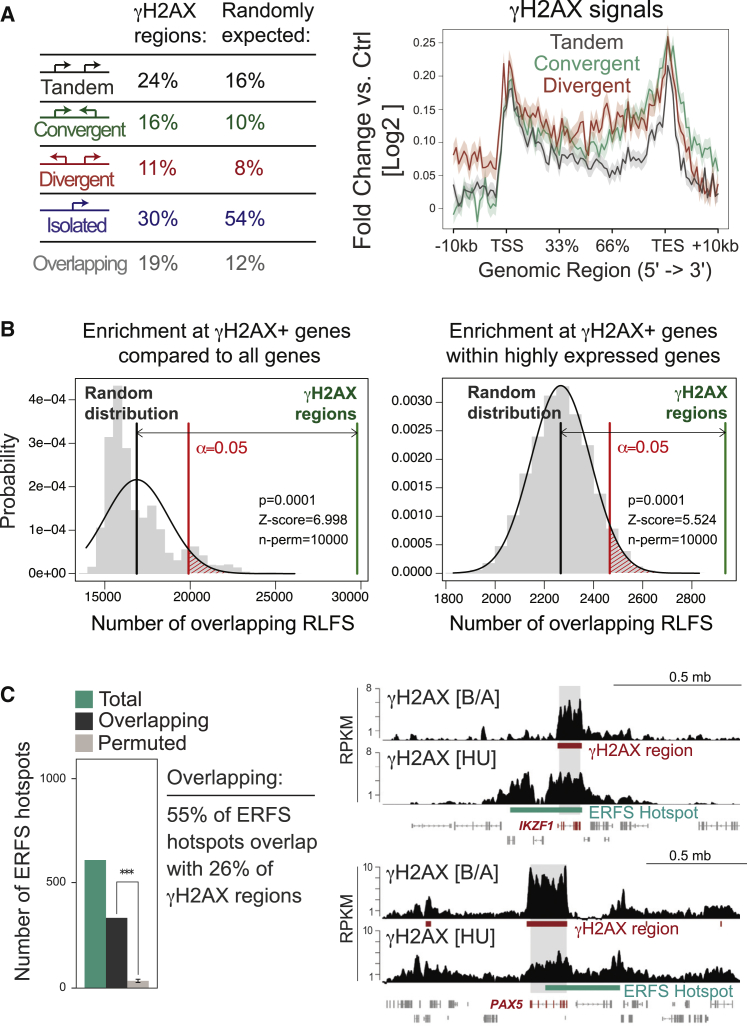
Analysis of Convergent and Divergent Transcription, R Loop-Forming Sequences, and Early-Replicating Fragile Sites at γH2AX Regions (A) Left: gene pairs within 10 kb were categorized as tandem, convergently, or divergently transcribed, as indicated in the respective diagrams, or as isolated (no additional gene within 10 kb) or overlapping. The proportion of genes in each subset is indicated for both γH2AX region-associated genes (left) and the distribution across the whole genome (right). Right: average fold change in γH2AX signal in BCR-ABL1 versus isotype control across gene bodies for each transcription orientation category, normalized for gene lengths (p < 1 × 10^−6^ for both convergent versus tandem and divergent versus tandem comparisons using Mann-Whitney test). (B) Analysis for the enrichment of predicted RLFSs at γH2AX-associated genes. The total count of RLFSs overlapping γH2AX-associated genes (green line) was compared with the permuted null distribution of total RLFSs (gray bars) measured by random sampling of the gene population (the black line indicates mean, and red indicates a significance threshold of 0.05). Significant enrichment of RLFSs at γH2AX-associated genes is observed both among all genes (left) and when analysis is restricted to only the 1,000 most highly expressed genes (right). (C) Left: bar diagram showing the number of ERFS hotspots (Total) versus the number of these sites that overlap with γH2AX regions in transformed B cell precursors (Overlapping). The significance is indicated by comparison with the mean permuted number of overlaps from random re-sampling of equivalently sized regions within the genome. Right: HU-induced versus BCR-ABL1-induced γH2AX signal patterns at two representative loci by custom track visualization. The bars indicate the ERFS hotspots (mint) and BCR-ABL1-induced γH2AX regions (red). Grey boxes indicate gene body location of the highlighted gene.

**Figure 6:**
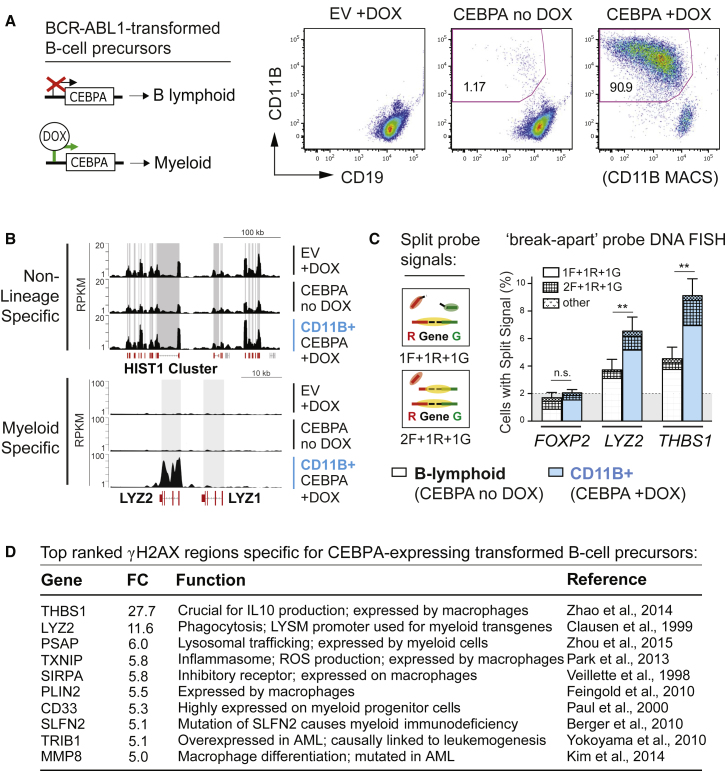
Induction of a Myeloid Lineage Phenotype in Transformed B Cell Precursors Causes DNA Damage at Myeloid-Specific Genes (A) Left: Schematic of the experimental strategy for induction of a myeloid phenotype in transformed B cell precursors using DOX-inducible CEBPA expression. Right: DOX/CEBPA-mediated induction of the myeloid phenotype verified by flow cytometry using CD11B as a myeloid lineage and CD19 as a B lymphoid lineage marker. EV-transduced lymphoid leukemia cells were used as a control. Anti-CD11B magnetic bead based cell sorting (MACS) was performed on DOX-treated cells with inducible CEBPA to reach a purity of >90% CD11B-positive cells for ChIP-seq analysis. (B) Custom track visualization of γH2AX read densities for non-lineage-specific (*HIST1* cluster, top) and myeloid lineage-specific gene loci (*LYZ2*, bottom). Grey boxes indicate gene-body location of the indicated gene. (C) Assessment of myeloid γH2AX ChIP-seq hotspots identified in CEBPA + DOX cells using DNA FISH and break-apart probes as described in Figure 2C. Results of five independent experiments for *LYZ2* and *THBS1* (myeloid γH2AX hotspots) versus *FOXP2* (coldspot) are shown (data represent mean ± SEM). (D) Table of the ten top-ranked genes with significant γH2AX signals specific for CEBPA + DOX cells (by fold change). Full references can be found in the Supplemental Information.

# Supplementary material for: Lineage-Specific Genes Are Prominent DNA Damage Hotspots during Leukemic Transformation of B Cell Precursors
**Source:** Cell Rep. 2017 Feb 14;18(7):1687–98. doi: 10.1016/j.celrep.2017.01.057
**Supplement:** Document S1. Supplemental Experimental Procedures and Figures S1–S4

**Cell Reports, Volume 18**

## **Supplemental Information**

**Lineage-Specific Genes Are Prominent**

**DNA Damage Hotspots during Leukemic**

**Transformation of B Cell Precursors**

**Bryant Boulianne, Mark E. Robinson, Philippa C. May, Leandro Castellano, Kevin Blighe, Jennifer Thomas, Alistair Reid, Markus Müschen, Jane F. Apperley, Justin Stebbing, and Niklas Feldhahn**

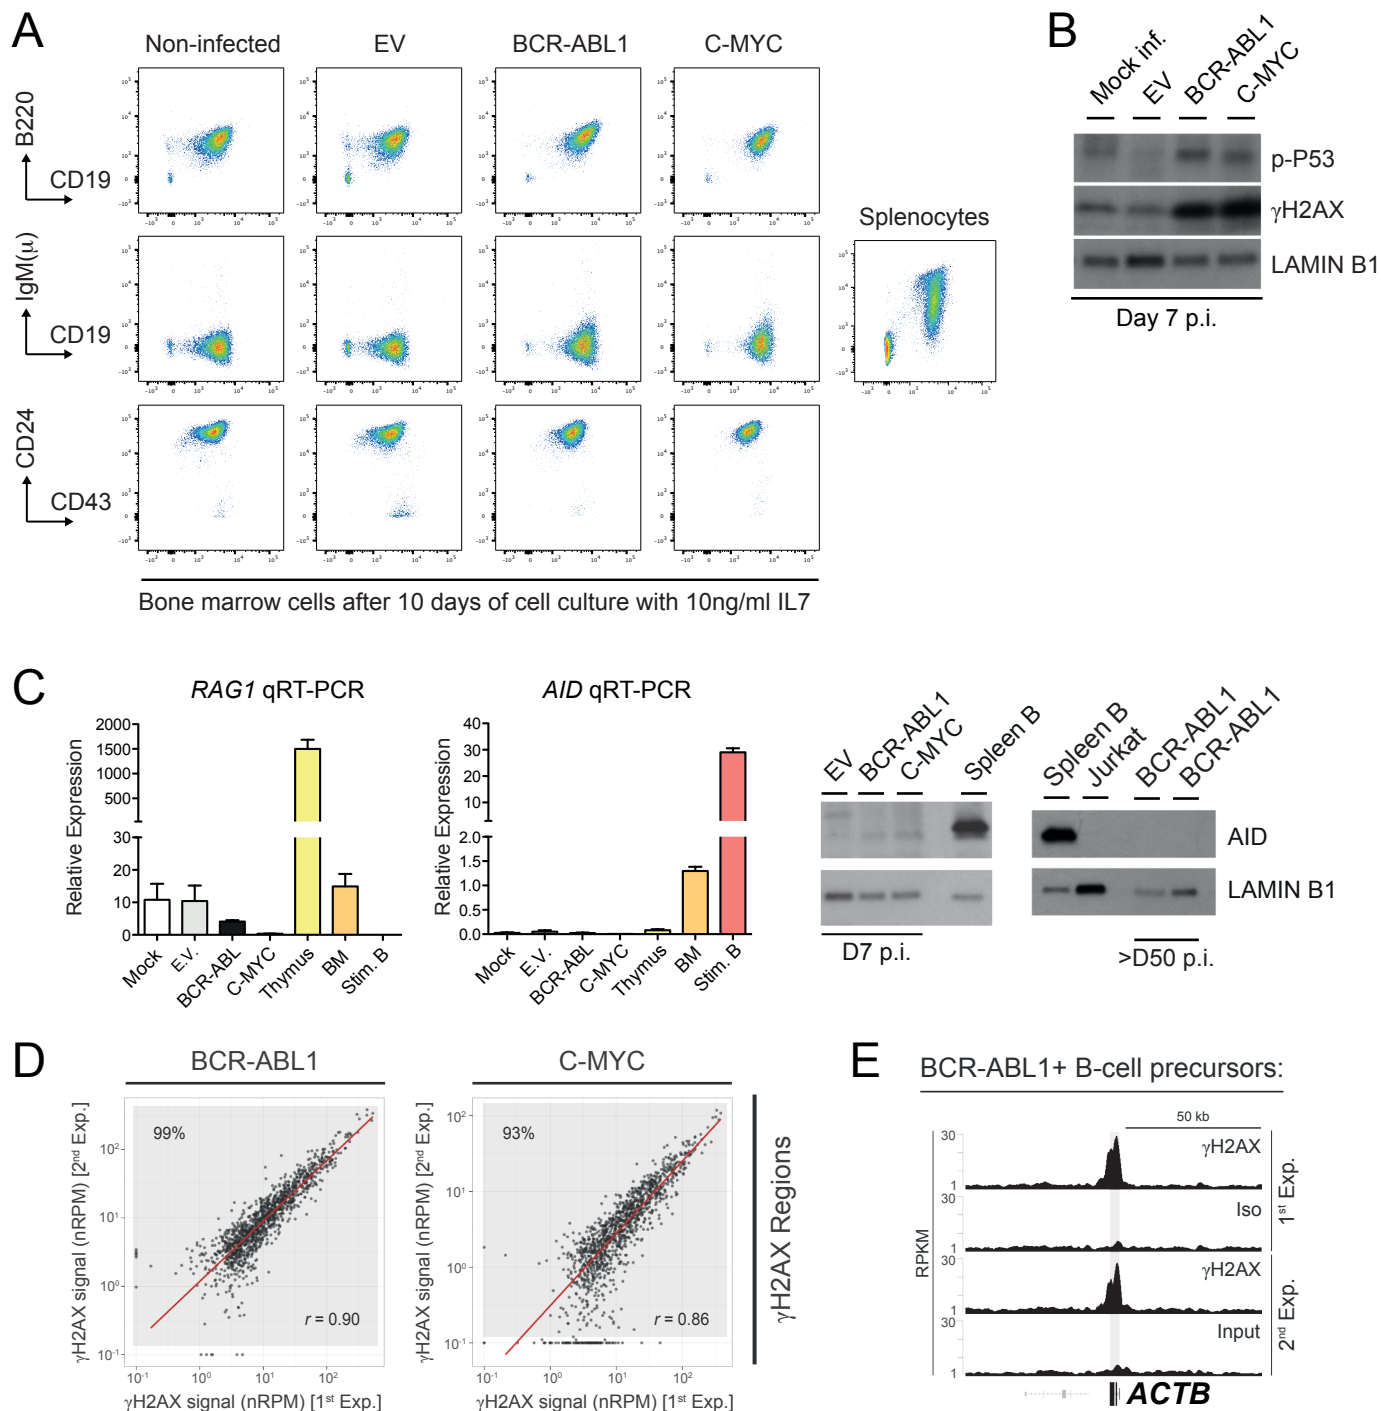

**Figure S1. Analysis of DNA damage in transformed B-cell precursors by  $\gamma$ H2AX-ChIP-Seq, Related to Figure 1**

A) Analysis of B-cell precursor enrichment after 10 days of cell culture of total bone marrow in presence of IL7 by flow cytometry using antibodies indicated. BCR-ABL1, C-MYC and EV (empty vector) cells were additionally transduced on day 2 and 3 by respective MIGRI encoding retrovirus. As a positive control for functionality of the anti-IgM antibody a staining of splenocytes is shown. B) Western blot analysis of infected vs. non-infected (mock) B-cell precursor cells for DNA damage marks  $\gamma$ H2AX and p-P53<sup>Ser15</sup> using LAMIN B1 as loading control (independent experiment to Figure 1C/D). C) qRT-PCR analysis for *RAG1* (left) and *AID* (middle) expression in transformed vs. untransformed B-cell precursors (D7 post oncogene induction [p.i.]) using total thymus and splenic LPS/IL4-stimulated mature B-cells as positive controls for *RAG1* and *AID*, respectively. Data represents three independent experiments, error bars indicate mean  $\pm$  SEM. (Right) Analysis of *AID* protein abundance in transformed B-cell precursors by Western blot using the antibodies indicated. D) Comparison of  $\gamma$ H2AX-ChIP-seq repeat experiments for BCR-ABL1 and MYC transduced B-cell precursors by scatter plot visualization. Normalized RPM (nRPM) values of the  $\gamma$ H2AX signal within identified  $\gamma$ H2AX regions (merged list) are shown for BCR-ABL1 (left) and MYC (right), red line represents linear regression fit. E) Comparison of  $\gamma$ H2AX-ChIP-seq repeat-experiments by custom track visualization. A representative image for BCR-ABL1-transduced B-cell precursors is shown. The isotype control library (Iso) visualizes the background ChIP-seq signal. Gene bodies and orientation is indicated with black bars.

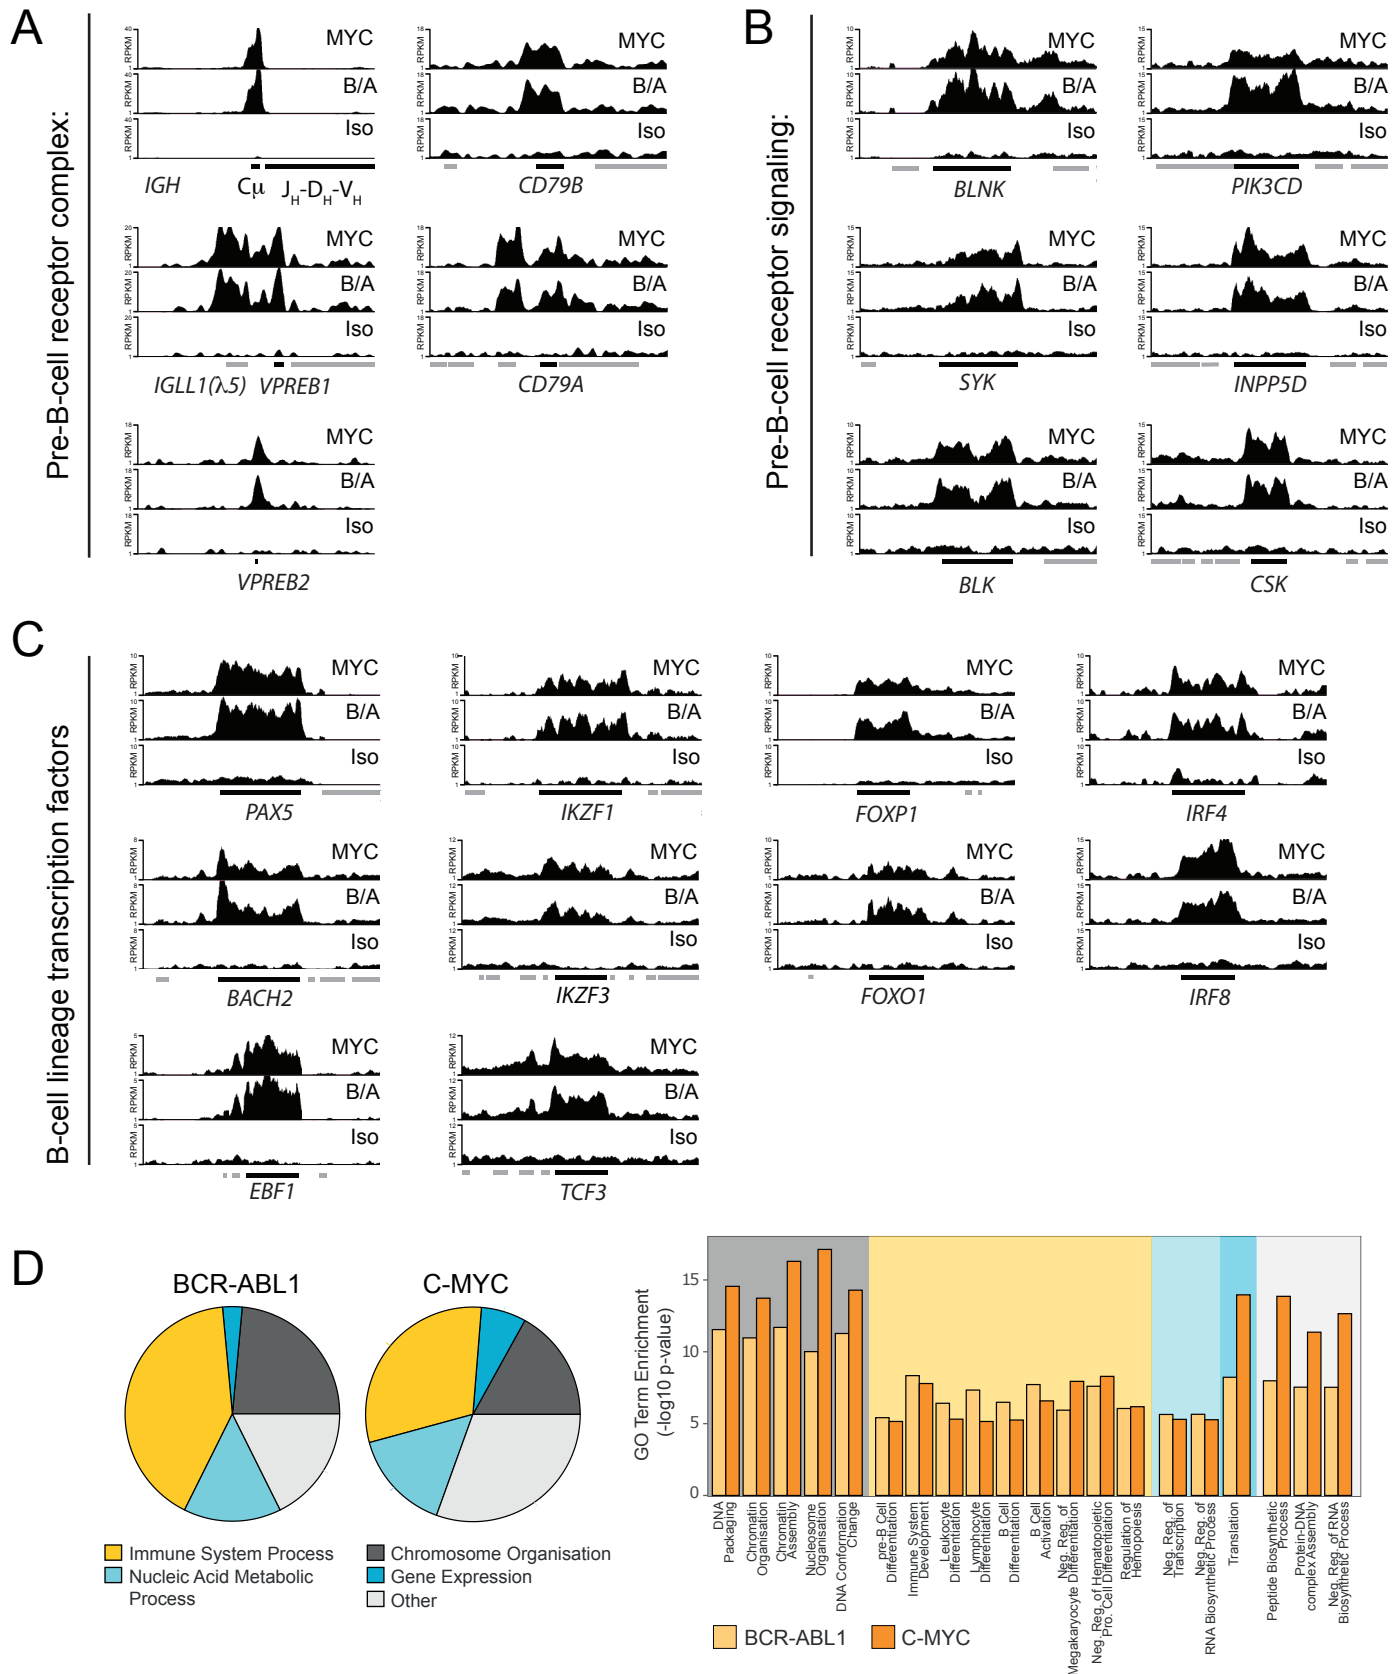

**Figure S2. Enrichment of the DNA damage response protein  $\gamma$ H2AX at B-cell lineage genes, Related to Figure 2**

A-C)  $\gamma$ H2AX-ChIP-seq custom track images of B-cell precursor cells expressing C-MYC or BCR-ABL1 (B/A) for B-cell lineage genes. These include (A) genes forming the pre-B-cell receptor complex, (B) genes required for pre-B-cell receptor signal transduction, and (C) genes required for B-cell lineage commitment/differentiation. The isotype control library (Iso) visualizes the background ChIP-seq signal. Gene bodies of the related gene are indicated with black bars, neighboring genes in grey. D) Gene ontology (GO) pathway enrichment analysis of identified  $\gamma$ H2AX regions: (Left) Pie charts showing GO enrichment categories. (Right) Bar diagram showing in more detail the GO pathways that resemble enrichment categories of Pie charts on the left.

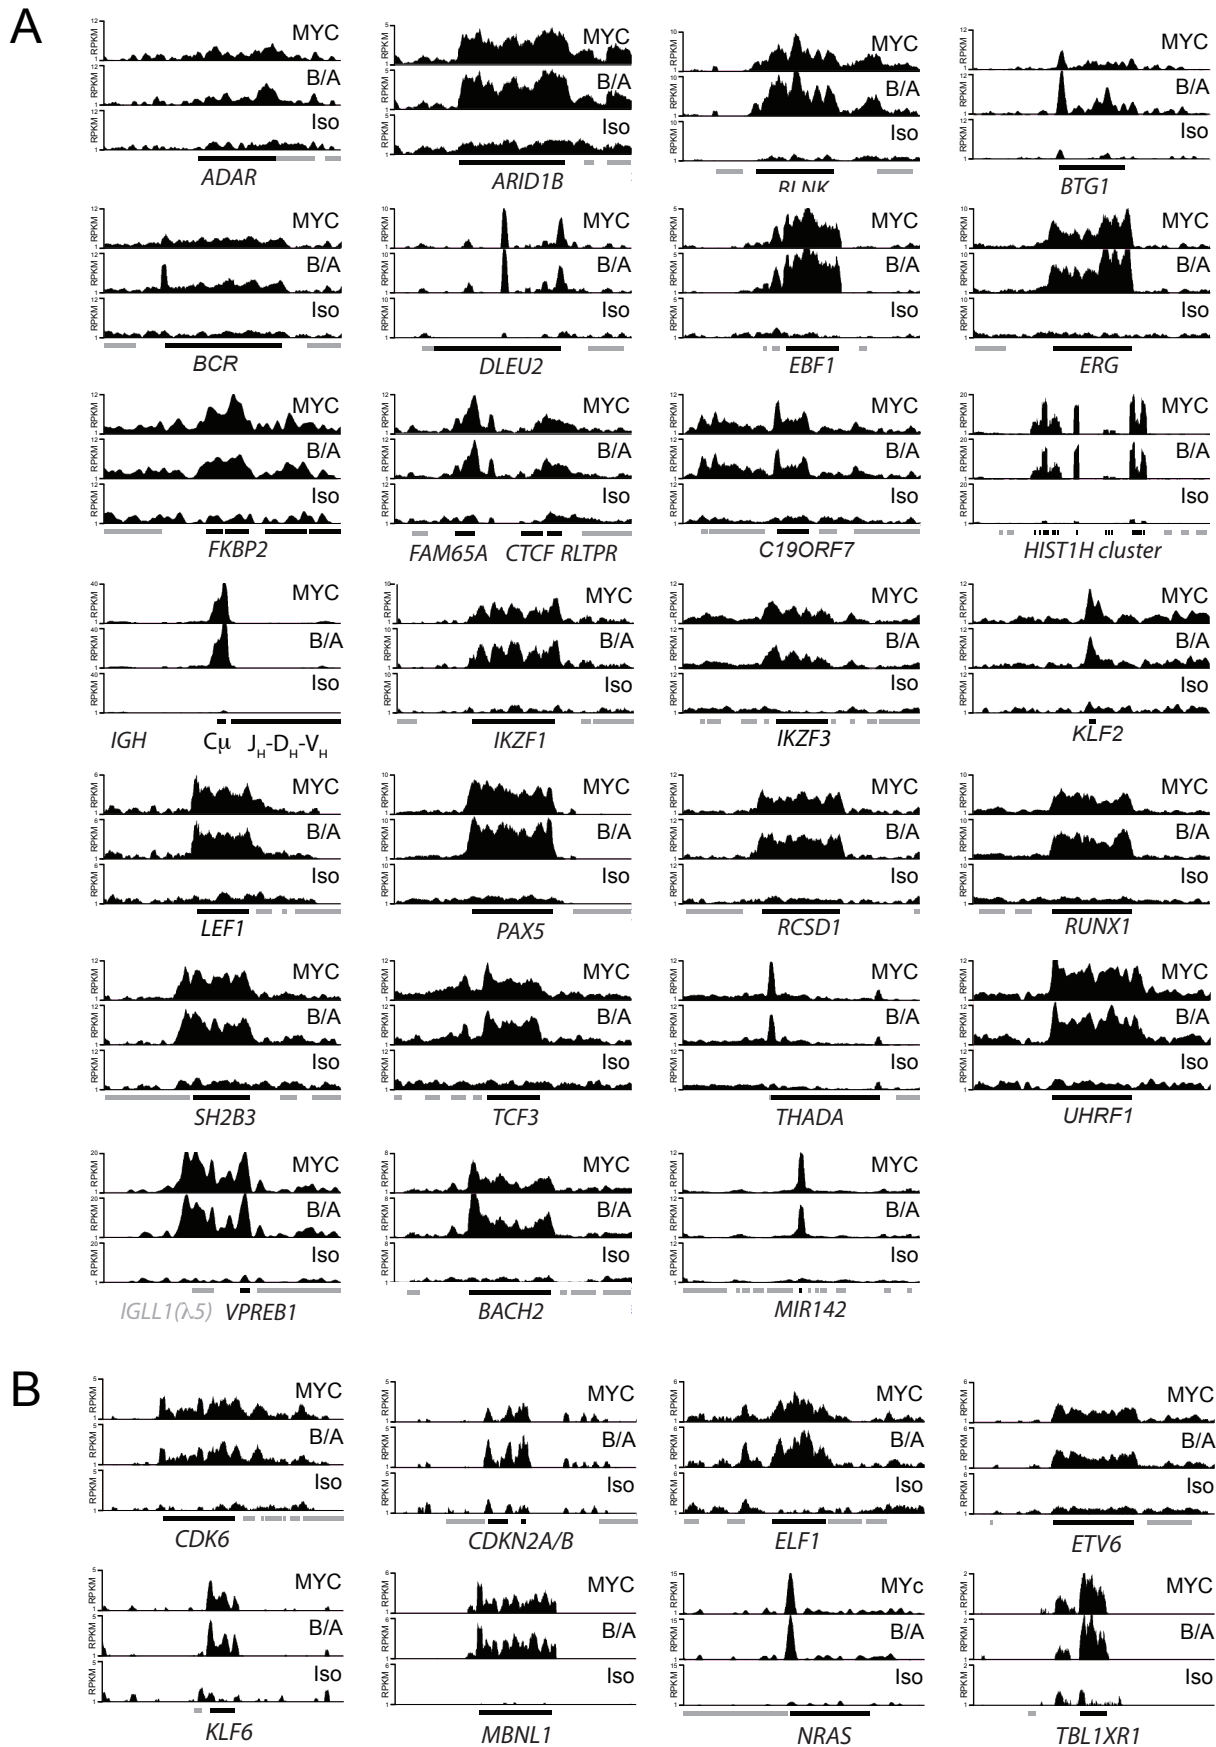

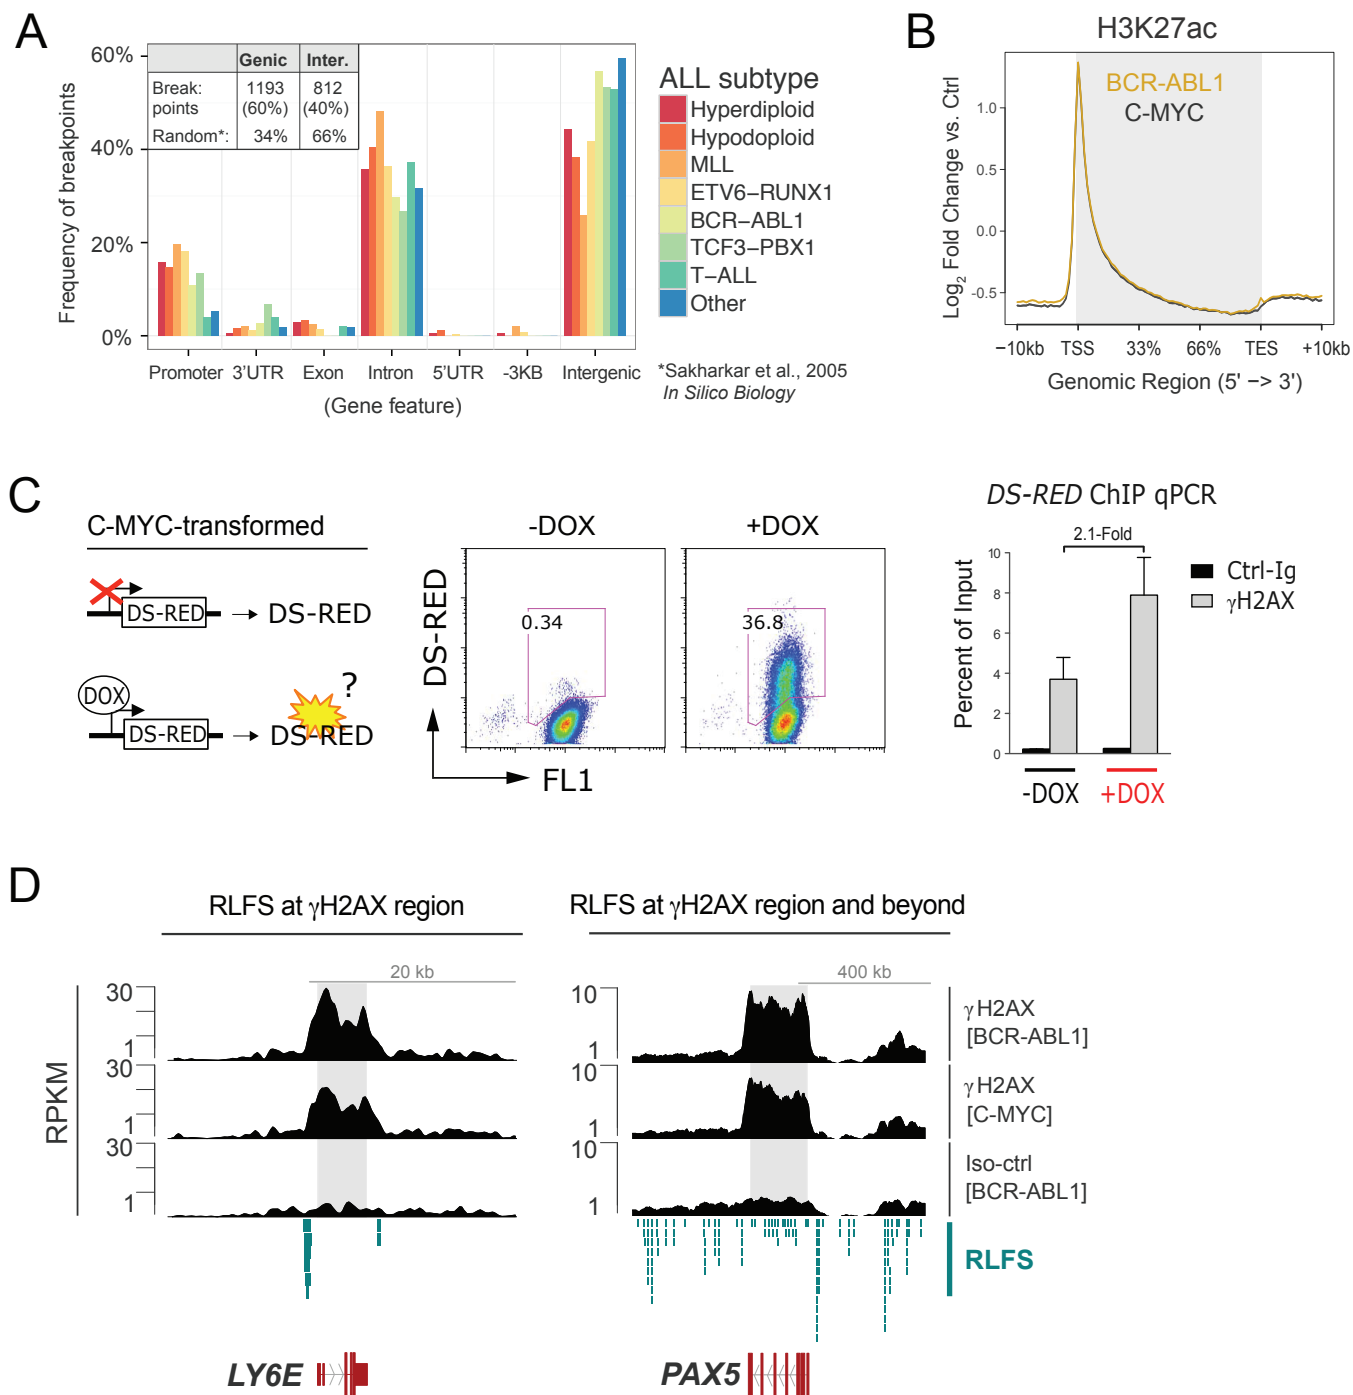

**Figure S4. H3K27ac and  $\gamma$ H2AX in transformed B-cell precursors, Related to Figure 4 and 5**

A) Analysis of structural variation (SV) breakpoint (Bp) frequencies from SVs reported for human leukemia genomes for their distribution over genic and intergenic regions as indicated. Inset shows the sum of Bp's for all data sets analyzed compared to the normal distribution of genic and intergenic DNA within the human genome. B) Distribution of H3K27ac reads within gene bodies vs. upstream and downstream regions for transformed B-cell precursors by meta-gene analysis. Signals are normalized to isotype-Ctrl ChIP-seq library (Iso). C) Analysis of  $\gamma$ H2AX accumulation upon Doxycycline (DOX)-induced *DS-RED* expression in C-MYC-transformed B-cell precursors by ChIP qPCR. (Left) Schematic diagram of experimental strategy for the DS-RED experiment. (Middle) Verification of DOX-induced *DS-RED* expression in C-MYC-transformed B-cell precursors by flow cytometry. (Right) Bar diagram showing the increase of *DS-RED* sequence within the  $\gamma$ H2AX-ChIP fraction normalized to input DNA used for ChIP, for +DOX vs. -DOX treated cells, as determined by ChIP qPCR. D) Custom track images of the  $\gamma$ H2AX-ChIP-seq signal at two genes with  $\gamma$ H2AX regions in BCR-ABL1- and C-MYC-transformed B-cell precursors and respective locations of predicted R-loop forming sequences (RLFS) (mint).

## Supplemental Table Legends

**Table S1. BCR-ABL1  $\gamma$ H2AX regions summary, related to Figure 1 and 2.** This table contains the lists of annotated  $\gamma$ H2AX regions identified by SICER for BCR-ABL1-transformed B-cell precursors. Shown are the normalized reads per million (RPM; isotype background subtracted), fold change, reads per kilo base per million (RPKM) and gene annotations of regions enriched for the  $\gamma$ H2AX ChIP-seq signal versus the isotype control library.

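The fold change compares the γH2AX reads of a region with those of the isotype control, an antibody without a target in chromatin. The sample labels list an isotype library for BCR-ABL1 cells only. The RPM has the isotype background subtracted and grows with the length of the region, while RPKM divides by that length. A long region over a gene body and a short one over a promoter can therefore rank differently by RPM and by RPKM. The 3 measures were used in turn against expression. Spearman's rho across regions between γH2AX and the expression of the region's most highly expressed gene was 0.458 for RPM in BCR-ABL1 and 0.432 in C-MYC.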

**Table S2. C-MYC  $\gamma$ H2AX regions summary, related to Figure 1 and 2.** This table contains the lists of annotated  $\gamma$ H2AX regions identified by SICER for C-MYC-transformed B-cell precursors. Shown are the normalized reads per million (RPM; isotype background subtracted), fold change, reads per kilo base per million (RPKM) and gene annotations of regions enriched for the  $\gamma$ H2AX ChIP-seq signal versus the isotype control library.

**Table S3. Merged  $\gamma$ H2AX regions summary, related to Figure 1, 4 and 5.** This table contains the merged list of annotated  $\gamma$ H2AX regions. Shown are the annotations and chromosomal locations of  $\gamma$ H2AX enriched regions present in BCR-ABL1-transformed B-cell precursors, C-MYC-transformed B-cell precursors or in both as indicated.

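Each line of the merged table is a genomic interval in GRCm38/mm10 coordinates with the genes it overlaps and the condition in which it was called. Of the 1289 intervals, 536 are listed as common to both conditions, 335 as BCR-ABL1 only and 418 as C-MYC only. The class records where a region passed the caller's threshold, not a test of the difference between conditions, so a gene with γH2AX just under the threshold in 1 condition appears as specific to the other. The table lists 2624 Ensembl gene identifiers, of which 2347 (89.4%) were matched to a symbol with an expression value, through older symbols where the name had changed. At least 1 matched gene was found for 1266 regions.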

**Table S4. Merged  $\gamma$ H2AX regions GO results, related to Figure S2D.** This table contains the output of the Gene Ontology (GO) analysis of  $\gamma$ H2AX regions. Shown are the enriched biological process (BP) gene ontology (GO) categories for genes associated with the merged  $\gamma$ H2AX enriched regions indicated by Table S3.

**Table S5. Gene defects in human B-ALL vs.  $\gamma$ H2AX regions, related to Figure 3.** The table shows the comparisons of genes associated with  $\gamma$ H2AX-enriched regions in transformed B-cell precursors from this study to genes associated with genomic deletions or translocations in human B-ALL identified by Mullighan et al., 2007, Mullighan et al., 2009 or Roberts et al., 2012 as indicated. Data used for comparison relates to the information provided by the supplementary information of these studies, as indicated in this table and the Supplemental Experimental Procedures section.

**Table S6. CEBPA+DOX specific  $\gamma$ H2AX regions summary, related to Figure 6.** This table contains the lists of annotated  $\gamma$ H2AX regions identified by SICER as specific for myeloid-reprogrammed BCR-ABL1-transformed B-cell precursors. Shown are fold change, reads per kilo base per million (RPKM) and gene annotations of regions enriched for the  $\gamma$ H2AX ChIP-seq signal in DOX-treated vs. untreated *CEBPA*-transgenic BCR-ABL1-transformed B-cell precursors.

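The regions of this table were called in cells treated with doxycycline, which switches on CEBPA, a myeloid transcription factor, against untreated cells of the same line. They therefore list loci where γH2AX rose during reprogramming, not all loci with γH2AX in reprogrammed cells. The table lists 1389 regions with 2252 gene identifiers, and 2238 (99.4%) of these were matched to a symbol of the RNA-seq tables. RNA-seq of the reprogrammed cells was not analysed here.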

**Table S7. CEBPA+DOX specific  $\gamma$ H2AX regions GO results, related to Figure 6.** This table contains the output of the Gene Ontology (GO) analysis of  $\gamma$ H2AX regions identified by SICER as specific for myeloid-reprogrammed BCR-ABL1-transformed B-cell precursors. Shown are the enriched biological process (BP) gene ontology (GO) categories for genes associated with the  $\gamma$ H2AX enriched regions in DOX-treated vs. untreated *CEBPA*-transgenic BCR-ABL1 transformed B-cell precursors.

## Supplemental Experimental Procedures

**Chromatin immunoprecipitation (ChIP):** Ex-vivo cultured B-cell precursor cells were prepared for ChIP-seq analysis according to (Yamane et al., 2013) with minor modifications: All cells used for ChIP-seq were depleted of dead/apoptotic cells using the dead cell removal kit (Miltenyi). Formaldehyde used for crosslinking was from Alfa Aesar and cells were snap-frozen as cell pellets before start of the ChIP procedure. Before sonication, cell pellets were re-suspended in 130 $\mu$ L of sonication buffer (0.5% SDS, 10mM Tris-HCl pH7.6) supplemented with protease and phosphatase inhibitor (Roche) and incubated for 20 minutes on ice. Sonication was performed using microTUBE AFA 6x16mm on the Covaris S220 sonicator and the following settings to yield an average DNA fragment size of 300bp: peak power 105, duty factor 5 and cycles/burst 200 for 5 minutes. Sonicated cells were transferred to concentrated RIPA buffer (10mM Tris-HCl pH7.6, 1.15mM EDTA, 0.04% SDS, 1.15% TritonX-100, 0.115% sodium deoxycholate) to yield 1ml of 1X RIPA buffer described in (Yamane et al., 2013), and subjected to ChIP using 5 $\mu$ g ab/12-15x10<sup>6</sup> cells of the following antibodies: Anti-gamma H2A.X (phospho S139) antibody - ChIP Grade (ab2893) (Abcam), Anti-Histone H3 (acetyl K27) antibody – ChIP Grade (ab4729) (Abcam), polyclonal rabbit IgG (isotype control) (sc2027) (Santa Cruz Biotechnologies). All sonications were verified by agarose gel electrophoresis, and respective immunoprecipitations controlled by Western blot. ChIP pull-down DNA was quantified using the Quant-iT™ PicoGreen® dsDNA Assay Kit (Thermo Fisher).

**ChIP-Seq library preparation:** ChIP-seq libraries were generated from ChIP pull-down DNA or from input DNA of the same ChIP procedure in parallel as control using the NEBNext® ChIP-seq Library Prep Master Mix Set and NEBNext Multiplex Oligos for Illumina (NEB). Pre-amplified ChIP-seq libraries were then sequenced by the genomics facilities of the Medical Research Council (MRC) and Imperial College London (ICL).

**ChIP-Seq libraries:** In total, 15 ChIP libraries were generated: Two repeats of  $\gamma$ H2AX-ChIP-seq from two individual and time-separated experiments for BCR-ABL1 and C-MYC transduced and IL7 cultured B-cell precursors harvested on day 7 post oncogene induction. Respective control libraries using isotype control antibodies for ChIP or input DNA were generated in parallel. In addition, one  $\gamma$ H2AX-ChIP-seq library from long-term cultured (>D50) BCR-ABL1-transformed B-cell precursors was generated in parallel. These >D50 cells had been additionally treated for 2 hours with 10mM Hydroxyurea before harvest. For H3K27ac analysis four ChIP-seq libraries have been generated: One H3K27ac-ChIP-seq library each for BCR-ABL1 and C-MYC transduced IL7 cultured B-cell precursors harvested on day 7 post oncogene induction, and two respective input DNA control libraries. Five additional ChIP-seq libraries were generated on BCR-ABL1-transformed B-cell precursors (CEBPA experiment, Figure 6) cultured in the absence of IL7 and originally obtained from Markus Müschen laboratory (Chen et al., 2015). These include one library each for cells carrying an inducible CEBPA transgene treated either with Doxycycline or not, and one library for control cells carrying the inducible vector without CEBPA (empty vector, EV) and treated with Doxycycline. For CEBPA +DOX and EV +DOX conditions input DNA control libraries were generated.

**ChIP-Seq read processing and generation of custom tracks:** Sequence reads of 50 bps were obtained through standard Illumina image-analysis and default quality filters. Reads were aligned to the Build 38 mouse genome assembly (GRCm38/mm10) using BWA-MEM with default settings. Non-uniquely aligned reads were removed using SAMtools (Li and Durbin, 2009) and PCR duplicates were removed using Picard tools (<http://broadinstitute.github.io/picard>). To generate custom tracks for visualization, coverage within 200 bp windows was calculated and normalized to library and window size using deepTools (Ramirez et al., 2014) presented as reads per kilobase per million mapped reads (RPKM).

**ChIP-Seq read enriched region calling:** Region calling was done as described in (Barlow et al., 2013) with minor modifications to further optimize calling of  $\gamma$ H2AX-enriched regions. In brief, sequence reads were pre-processed as described above and statistical enrichment of uniquely aligned reads mapping within non-overlapping 100bp windows was analyzed relative to a Poissonian random background using the SICER program (Zang et al., 2009) with parameters: e-value 10,000, gap size 300. Statistical enrichment of bins passing the first criterion was examined relative to negative control DNA from either input or isotype control ChIP reactions based on tag density fold increase determined from False Discovery Rate of  $1 \times 10^{-5}$ . Subsequently, identified enriched windows that were less than 10 kb apart were merged to delineate enriched genomic regions. Finally, an empirical filtering step was applied to eliminate any regions with low coverage (<1.5 RPKM), width (<5 kb) or

fold change ( $< 1.1$ ), resulting in the final lists of highly enriched regions. While these settings were optimized for calling of  $\gamma$ H2AX-enriched regions, the same settings were used for H3K27ac enriched region calling.

**Generation of a merged  $\gamma$ H2AX-enriched region list:** Stringent lists of  $\gamma$ H2AX-enriched regions from BCR-ABL1 and C-MYC were merged using the GRanges package (Lawrence et al., 2013) in R (R Core Team, 2015; <https://www.R-project.org>), taking the union of any overlapping regions.

**Chromosomal distribution of enriched regions:** RPM values for  $\gamma$ H2AX-enriched regions from the merged stringent list were calculated using BEDTools (Quinlan and Hall, 2010). Ideograms in Figure 1F were plotted using the IdeoViz package in R and RPM values from BCR-ABL1 (run1). The percentage of total chromosome coverage for the merged region list shown in Figure 1G was calculated using Granges (Lawrence et al., 2013) and plotted against exon coverage estimates obtained from (Sakharkar et al., 2005).

**Correlation of  $\gamma$ H2AX signals from different ChIP-Seq libraries:** RPM values for  $\gamma$ H2AX-enriched regions from the merged stringent list were calculated using BEDTools (Quinlan and Hall, 2010) for BCR-ABL1 and C-MYC samples, with subtraction of the isotype signal. Scatter plots of log<sub>2</sub> signal intensity were generated and overlapping/unique regions highlighted. Linear regression fit (red line) and Pearson's rho values ( $r$ ) were calculated for each comparison.

**Analysis of enriched regions for gene ontology (GO) pathway enrichment:** Genes overlapping  $\gamma$ H2AX-enriched regions from BCR-ABL1 and C-MYC samples were identified using the R package ChIPpeakAnno (Zhu et al., 2010) and enriched biological process GO categories identified ( $P < 0.01$ ). Enriched GO terms were associated with four empirically chosen parent categories: chromosome organization (GO:0051276), gene expression (GO:0010467), nucleic acid metabolic process (GO:0090304) and immune system process (GO:0002376). Pie charts were plotted for each enriched set before identifying common categories between BCR-ABL1 and C-MYC samples, removal of redundant GO terms and plotting of  $-\log_{10}$  p-values.

**Genic distribution of enriched regions:** Meta-gene profiles of  $\gamma$ H2AX and H3K27ac signal distribution in Inset of Figure 4A and in Figure S4B were plotted for all Ensembl protein-coding genes ( $n=22,533$ ) plus 10kb up- and down-stream using the ngs.plot package (Shen et al., 2014). Signal profiles for all meta-gene profiles are normalized to gene length by spline fitting, to library size by RPM, and plotted as log<sub>2</sub> fold change over isotype control ChIP-seq library. The intersection of enriched regions overlapping genic features shown in Figure 4A was determined using the ChIPSeeker R package (Yu et al., 2015) with TSS defined as  $\pm 1$  kb and default settings.

**Correlation of  $\gamma$ H2AX and H3K27ac signals:** Stringent region lists for both H3K27ac and  $\gamma$ H2AX were merged for BCR-ABL1 and C-MYC, and RPM values within these regions were calculated from BCR-ABL1, C-MYC and isotype control samples using BEDTools before performing background subtraction. Negative signal values were arbitrarily set to 0.01 RPM for visualization purposes and excluded during calculation of Pearson's correlation coefficients. Scatter plots of log<sub>10</sub> signal intensity were generated and overlapping/unique regions highlighted. Red lines indicate the linear regression fit.

**Comparison of  $\gamma$ H2AX regions to location of ERFs:** Identified  $\gamma$ H2AX regions were compared to a previously published ChIP-seq dataset that characterized early replicating fragile sites (ERFS) in Hydroxyurea-treated mature B-cells (Barlow et al., 2013) (region list: Table S1, accession number: SRR648771). Published ERFs regions were converted from NCBI37/mm9 to GRCm38/mm10 (UCSC mm9ToMm10 chain file) for comparison to mm10 referenced  $\gamma$ H2AX regions. FASTQ reads were extracted from SRA files using the SRA-toolkit and aligned against the mm10 genome as detailed for our own data. The observed overlap between regions was compared against the average number of permuted overlaps. Permutation models were performed with sex chromosomes and unmapable regions masked for 100,000 enumerations.

**Comparison of  $\gamma$ H2AX regions to location of RLFS:** Locations of potential R-loop forming sequences (RLFS) were identified throughout the mm10 genome using QmRLFS-finder (Jenjaroenpun et al., 2015). Permutation testing was performed with the R package regioneR (Gel et al., 2016) with 10,000 enumerations per test. Analysis of RLFS enrichment within  $\gamma$ H2AX regions was determined by re-sampling of genomic regions within masked mm10 genome, while enrichment within genes was determined through re-sampling of UCSC known-

genes. Enrichment of RLFS within highly expressed genes was performed in a similar manner but first restricting the total gene population to the top 1000 most high-expressed genes as ranked by mean expression across all conditions analyzed by RNA-seq.

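The 1000 most highly expressed genes by mean FPKM over the 6 libraries had an FPKM of at least 98.6. Of these, 410 (41.0%) overlapped a merged γH2AX region of Table S3, against 8.27% of the 23421 other genes (Fisher's exact test across genes, 2-sided, p = 2.77e-162). They made up 17.5% of all the genes with a region that were matched to an expression value. The share was 50.0% for the 500 highest genes and 34.5% for the 2000 highest, and it stayed between 40.6% and 41.3% when replicate 1 or replicate 2 of every condition was left out. The predicted R loop-forming sequences themselves were not analysed here.

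**Figure D3:**
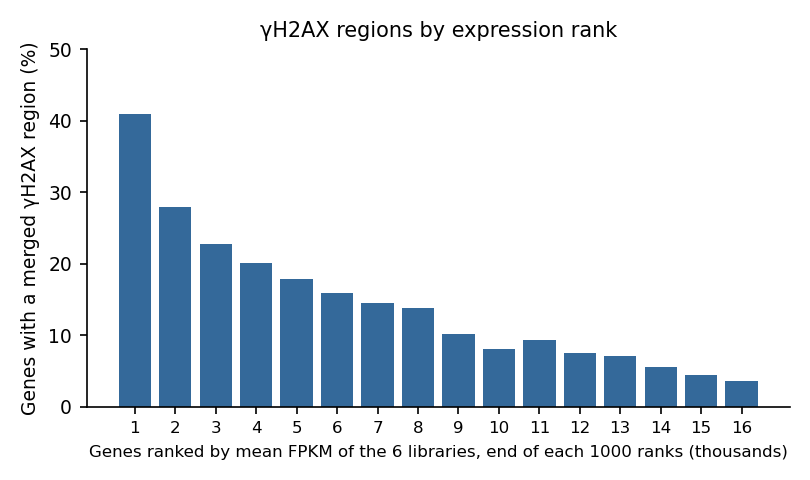
Percent of genes that overlap a merged γH2AX region (vertical axis) in successive groups of 1000 genes, ranked by the mean FPKM of the 6 libraries (horizontal axis). The share falls from 41.0% in the highest group to 27.9% in the next and 3.6% in the last group shown.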

**Comparison of  $\gamma$ H2AX regions to genomic defects in leukemia:** For comparison of gene sets as shown in Figure 3B, datasets published in Mullighan et al 2007 (Mullighan et al., 2007) (Table S10 in respective article), Mullighan et al 2009 (Mullighan et al., 2009) (Table S4 in respective article) and Roberts et al 2012 (Roberts et al., 2012) (Table S3 and S7 in respective article) were used. Only defects that were reported for B-ALL and that relate to genomic deletion or translocation were used for comparison. Further, only those defects could be compared that were indicated to relate to annotated genes, and for which a respective counterpart could be found in the mouse genome. For example, iAmp21, Znf528, Ccdc26, Fam22f, C20orf94 and FLJ11273 from the Mullighan datasets were excluded from analysis because we could not relate them to a unique mouse gene. Also, lesions of extreme large sizes were not included into the analysis (e.g. 'all 10p' or '383 genes involved'). Reported defects affecting multiple genes (e.g. Atm/Rab39/Npat) were counted as one defect, and only one overlap of  $\gamma$ H2AX regions was counted even if multiple genes within the defect exhibited overlap with respective  $\gamma$ H2AX regions. This lead to a list of 39 alterations for comparison for the Mullighan et al 2007 dataset, 42 alterations for comparison for the Mullighan et al 2009 dataset, and 42 alterations for comparison for the Roberts et al 2012 dataset as indicated in detail in Supplemental Table S5.

**Analysis of genic vs. intergenic distribution of structural variant (SV) breakpoints in leukemia genomes:** To analyze the genic vs. intergenic distribution of SV breakpoints identified in leukemia genomes as shown in Figure S4A, published breakpoint coordinates from Mullighan et al 2007 (Mullighan et al., 2007) (Table S10 in respective article), Papaemmanuil et al 2014 (Papaemmanuil et al., 2014) (Table S4 in respective article), Andersson et al 2015 (Andersson et al., 2015) (Table S7 in respective article), Holmfeldt et al 2013 (Holmfeldt et al., 2013) (Table S8 in respective article), and Paulsson et al 2015 (Paulsson et al., 2015) (Table S11 in respective article) were used. SV breakpoint coordinates were mapped to gene regions in R (exon, intron, promoter = 3kb upstream, downstream = 3kb downstream, distal = >3kb from gene boundaries). Significance of enrichment in genic regions was tested by hypergeometric distribution test.

**Comparison of  $\gamma$ H2AX regions to replication timing:**  $\gamma$ H2AX regions were categorized as early or late replicating by comparison with ENCODE Repli-chip data (Mouse et al., 2012). A zero-crossing algorithm was applied to wavelet-smoothed Repli-chip data from the CH12 cell line to identify early-replicating regions, and only regions called as early replicating in both biological replicates used to annotate  $\gamma$ H2AX regions. Permutation models were performed as described previously.

**RNA-Seq analysis:** Reads were aligned to the mouse genome (GRCm38/mm10) using STAR v2.5.0 (Dobin et al., 2013), indexes were supplemented with UCSC known gene reference transcript assemblies. Alignment was performed with the following settings: --outFilterType BySJout, --outFilterMultimapNmax 20, --alignSJoverhangMin 8, --alignSJDBoverhangMin 1, --outFilterMismatchNmax 999, --outFilterMismatchNoverLmax 0.04, --alignIntronMin 20, --alignIntronMax 1000000. FPKM values were calculated with StringTie v1.3.0 (Pertea et al., 2015). Differential expression analysis was performed in R (R Core Team, 2016; <https://www.R-project.org>) with DESeq2 v1.12.4 (Love et al., 2014).

**Comparison of RNA-Seq and  $\gamma$ H2AX-ChIP-seq data:** All UCSC known genes were categorized into low or high expression groups relative to the median FPKM value of expressed genes for each condition. The proportion of genes overlapping  $\gamma$ H2AX regions falling into high or low expression categories was then determined. To compare  $\gamma$ H2AX signals in high vs. low expression categories and in BCR-ABL1 vs. C-MYC differentially expressed comparison, all UCSC-known gene regions were extended by 10 kb and the  $\gamma$ H2AX signal within these regions determined using the R package bamsignals v1.4.3, normalized to library size, and background signal from isotype control libraries subtracted.

**DS-RED ChIP-qPCR:** For analysis of DNA damage upon inducible expression of the fluorochrome DS-RED, the expression vector TRMPVIR (Addgene) was modified by digestion with EcoRV and XhoI to remove the mVenus and rTA cassettes. MYC induced B-cell precursor cells used for the experiments were generated from 53BP1<sup>-/-</sup> mice and first transduced with the TET3G expression plasmid (Addgene) followed by selection using 500 $\mu$ g/mL Geneticin/G418 (Sigma). Pre-selected cells were then transduced in triplicate with 24h time between

each round of transduction using retrovirus encoding the modified TRMPVIR vector. Three days after the last transduction, 1µg/mL DOX was added to the media. After three days of DOX treatment cells were harvested for analysis by ChIP-qPCR. Cells were processed similar to cells designated for ChIP-seq including analysis by flow cytometry and dead cell removal by MACS. ChIP DNA was analysed in triplicate using SYBR Green Jumpstart Taq ReadyMix (Sigma) on the StepOnePlus (Applied Biosciences). For quantification of DS-RED the following primers were used: CGAGTTCATGCGCTTCAAGG as forward primer and GTCACCTTCAGCTTCACGGT as reverse primer.

**qRT-PCR.** For IL-7 cultured control and transformed cells, cells were harvested at day 7 p.i. as described, dead cells were removed by dead cell removal kit (MACS, Miltenyi), and then snap frozen on dry ice. For thymus and BM, cells were isolated freshly from *53BP1*<sup>-/-</sup> mice and snap frozen on dry ice. Stimulated B-cells were obtained freshly from *53BP1*<sup>-/-</sup> mice and cultured as previously described (Feldhahn et al., 2012). RNA was isolated from cells using a column-based kit (Qiagen RNeasy) and cDNA was generated using RevertAid cDNA Synthesis Kit (Thermo Fisher). qPCR was performed using a SYBR green master mix (Sigma JumpStart) on a StepOnePlus platform (Thermo Fisher) and the following primer pairs: RAG1 forward AGGCCTGTGGAGCAAGGTAG and reverse TTTCATCGGGTGCAGAACTGA at 63°C annealing; AID forward CCCTTGTACGAAGTCGATGAC and reverse ATCACGTGTGACATTCCAGGAG at 60°C annealing (Crouch et al., 2007) HPRT forward CCCAGCGTCGTGATTAGC and reverse GGAATAAACACTTTTCCAAAT at 60°C annealing. Reactions were performed in triplicate and the average Ct and reaction efficiency were analyzed using the Pfaffl method (Pfaffl, 2001) to determine relative expression of AID and RAG1 using HPRT as the endogenous control. Expression levels of genes in experimental cells were plotted relative to expression in resting, naïve splenic B-cells.

## Supplemental References

- Andersson, A.K., Ma, J., Wang, J., Chen, X., Gedman, A.L., Dang, J., Nakitandwe, J., Holmfeldt, L., Parker, M., Easton, J., *et al.* (2015). The landscape of somatic mutations in infant MLL-rearranged acute lymphoblastic leukemias. *Nat Genet* 47, 330-337.
- Barlow, J.H., Faryabi, R.B., Callen, E., Wong, N., Malhowski, A., Chen, H.T., Gutierrez-Cruz, G., Sun, H.W., McKinnon, P., Wright, G., *et al.* (2013). Identification of early replicating fragile sites that contribute to genome instability. *Cell* 152, 620-632.
- Berger, M., Krebs, P., Crozat, K., Li, X., Croker, B.A., Siggs, O.M., Popkin, D., Du, X., Lawson, B.R., Theofilopoulos, A.N., *et al.* (2010). An Slfn2 mutation causes lymphoid and myeloid immunodeficiency due to loss of immune cell quiescence. *Nat Immunol* 11, 335-343.
- Chen, Z., Shojaei, S., Buchner, M., Geng, H., Lee, J.W., Klemm, L., Titz, B., Graeber, T.G., Park, E., Tan, Y.X., *et al.* (2015). Signalling thresholds and negative B-cell selection in acute lymphoblastic leukaemia. *Nature* 521, 357-361.
- Clausen, B.E., Burkhardt, C., Reith, W., Renkawitz, R., and Forster, I. (1999). Conditional gene targeting in macrophages and granulocytes using LysMcre mice. *Transgenic Res* 8, 265-277.
- Crouch, E.E., Li, Z., Takizawa, M., Fichtner-Feigl, S., Gourzi, P., Montano, C., Feigenbaum, L., Wilson, P., Janz, S., Papavasiliou, F.N., *et al.* (2007). Regulation of AID expression in the immune response. *J Exp Med* 204, 1145-1156.
- Dobin, A., Davis, C.A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M., and Gingeras, T.R. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29, 15-21.
- Feingold, K.R., Kazemi, M.R., Magra, A.L., McDonald, C.M., Chui, L.G., Shigenaga, J.K., Patzek, S.M., Chan, Z.W., Londos, C., and Grunfeld, C. (2010). ADRP/ADFP and Mall expression are increased in macrophages treated with TLR agonists. *Atherosclerosis* 209, 81-88.
- Feldhahn, N., Ferretti, E., Robbiani, D.F., Callen, E., Deroubaix, S., Selleri, L., Nussenzweig, A., and Nussenzweig, M.C. (2012). The hSSB1 orthologue Obfc2b is essential for skeletogenesis but dispensable for the DNA damage response in vivo. *EMBO J* 31, 4045-4056.
- Gel, B., Diez-Villanueva, A., Serra, E., Buschbeck, M., Peinado, M.A., and Malinverni, R. (2016). regioneR: an R/Bioconductor package for the association analysis of genomic regions based on permutation tests. *Bioinformatics* 32, 289-291.
- Holmfeldt, L., Wei, L., Diaz-Flores, E., Walsh, M., Zhang, J., Ding, L., Payne-Turner, D., Churchman, M., Andersson, A., Chen, S.C., *et al.* (2013). The genomic landscape of hypodiploid acute lymphoblastic leukemia. *Nat Genet* 45, 242-252.
- Jenjaroenpun, P., Wongsurawat, T., Yenamandra, S.P., and Kuznetsov, V.A. (2015). QmRLFS-finder: a model, web server and stand-alone tool for prediction and analysis of R-loop forming sequences. *Nucleic Acids Res* 43, W527-534.
- Kim, Y., Schulz, V.P., Satake, N., Gruber, T.A., Teixeira, A.M., Halene, S., Gallagher, P.G., and Krause, D.S. (2014). Whole-exome sequencing identifies a novel somatic mutation in MMP8 associated with a t(1;22)-acute megakaryoblastic leukemia. *Leukemia* 28, 945-948.
- Lawrence, M., Huber, W., Pages, H., Aboyoun, P., Carlson, M., Gentleman, R., Morgan, M.T., and Carey, V.J. (2013). Software for computing and annotating genomic ranges. *PLoS computational biology* 9, e1003118.

- Li, H., and Durbin, R. (2009). Fast and accurate short read alignment with Burrows-Wheeler transform. *Bioinformatics* (Oxford, England) *25*, 1754-1760.
- Love, M.I., Huber, W., and Anders, S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome biology* *15*, 550.
- Mouse, E.C., Stamatoyannopoulos, J.A., Snyder, M., Hardison, R., Ren, B., Gingeras, T., Gilbert, D.M., Groudine, M., Bender, M., Kaul, R., *et al.* (2012). An encyclopedia of mouse DNA elements (Mouse ENCODE). *Genome biology* *13*, 418.
- Mullighan, C.G., Goorha, S., Radtke, I., Miller, C.B., Coustan-Smith, E., Dalton, J.D., Girtman, K., Mathew, S., Ma, J., Pounds, S.B., *et al.* (2007). Genome-wide analysis of genetic alterations in acute lymphoblastic leukaemia. *Nature* *446*, 758-764.
- Mullighan, C.G., Su, X., Zhang, J., Radtke, I., Phillips, L.A., Miller, C.B., Ma, J., Liu, W., Cheng, C., Schulman, B.A., *et al.* (2009). Deletion of IKZF1 and prognosis in acute lymphoblastic leukemia. *N Engl J Med* *360*, 470-480.
- Papaemmanuil, E., Rapado, I., Li, Y., Potter, N.E., Wedge, D.C., Tubio, J., Alexandrov, L.B., Van Loo, P., Cooke, S.L., Marshall, J., *et al.* (2014). RAG-mediated recombination is the predominant driver of oncogenic rearrangement in ETV6-RUNX1 acute lymphoblastic leukemia. *Nat Genet* *46*, 116-125.
- Park, Y.J., Yoon, S.J., Suh, H.W., Kim, D.O., Park, J.R., Jung, H., Kim, T.D., Yoon, S.R., Min, J.K., Na, H.J., *et al.* (2013). TXNIP deficiency exacerbates endotoxic shock via the induction of excessive nitric oxide synthesis. *PLoS Pathog* *9*, e1003646.
- Paul, S.P., Taylor, L.S., Stansbury, E.K., and McVicar, D.W. (2000). Myeloid specific human CD33 is an inhibitory receptor with differential ITIM function in recruiting the phosphatases SHP-1 and SHP-2. *Blood* *96*, 483-490.
- Paulsson, K., Lilljebjorn, H., Biloglav, A., Olsson, L., Rissler, M., Castor, A., Barbany, G., Fogelstrand, L., Nordgren, A., Sjogren, H., *et al.* (2015). The genomic landscape of high hyperdiploid childhood acute lymphoblastic leukemia. *Nat Genet* *47*, 672-676.
- Pertea, M., Pertea, G.M., Antonescu, C.M., Chang, T.C., Mendell, J.T., and Salzberg, S.L. (2015). StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. *Nat Biotechnol* *33*, 290-295.
- Pfaffl, M.W. (2001). A new mathematical model for relative quantification in real-time RT-PCR. *Nucleic acids research* *29*, e45.
- Quinlan, A.R., and Hall, I.M. (2010). BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics* *26*, 841-842.
- Ramirez, F., Dundar, F., Diehl, S., Gruning, B.A., and Manke, T. (2014). deepTools: a flexible platform for exploring deep-sequencing data. *Nucleic acids research* *42*, W187-191.
- Roberts, K.G., Morin, R.D., Zhang, J., Hirst, M., Zhao, Y., Su, X., Chen, S.C., Payne-Turner, D., Churchman, M.L., Harvey, R.C., *et al.* (2012). Genetic alterations activating kinase and cytokine receptor signaling in high-risk acute lymphoblastic leukemia. *Cancer Cell* *22*, 153-166.
- Sakharkar, M.K., Perumal, B.S., Sakharkar, K.R., and Kanguane, P. (2005). An analysis on gene architecture in human and mouse genomes. *In silico biology* *5*, 347-365.
- Shen, L., Shao, N., Liu, X., and Nestler, E. (2014). ngs.plot: Quick mining and visualization of next-generation sequencing data by integrating genomic databases. *BMC genomics* *15*, 284.

Veillette, A., Thibadeau, E., and Latour, S. (1998). High expression of inhibitory receptor SHPS-1 and its association with protein-tyrosine phosphatase SHP-1 in macrophages. *J Biol Chem* 273, 22719-22728.

Yamane, A., Robbiani, D.F., Resch, W., Bothmer, A., Nakahashi, H., Oliveira, T., Rommel, P.C., Brown, E.J., Nussenzweig, A., Nussenzweig, M.C., *et al.* (2013). RPA accumulation during class switch recombination represents 5'-3' DNA-end resection during the S-G2/M phase of the cell cycle. *Cell reports* 3, 138-147.

Yokoyama, T., Kanno, Y., Yamazaki, Y., Takahara, T., Miyata, S., and Nakamura, T. (2010). Trib1 links the MEK1/ERK pathway in myeloid leukemogenesis. *Blood* 116, 2768-2775.

Yu, G., Wang, L.G., and He, Q.Y. (2015). ChIPseeker: an R/Bioconductor package for ChIP peak annotation, comparison and visualization. *Bioinformatics* 31, 2382-2383.

Zang, C., Schones, D.E., Zeng, C., Cui, K., Zhao, K., and Peng, W. (2009). A clustering approach for identification of enriched domains from histone modification ChIP-Seq data. *Bioinformatics* 25, 1952-1958.

Zhao, Y., Xiong, Z., Lechner, E.J., Klenotic, P.A., Hamburg, B.J., Hulver, M., Khare, A., Oriss, T., Mangalmurti, N., Chan, Y., *et al.* (2014). Thrombospondin-1 triggers macrophage IL-10 production and promotes resolution of experimental lung injury. *Mucosal Immunol* 7, 440-448.

Zhou, X., Sun, L., Bastos de Oliveira, F., Qi, X., Brown, W.J., Smolka, M.B., Sun, Y., and Hu, F. (2015). Prosaposin facilitates sortilin-independent lysosomal trafficking of progranulin. *J Cell Biol* 210, 991-1002.

Zhu, L.J., Gazin, C., Lawson, N.D., Pages, H., Lin, S.M., Lapointe, D.S., and Green, M.R. (2010). ChIPpeakAnno: a Bioconductor package to annotate ChIP-seq and ChIP-chip data. *BMC bioinformatics* 11, 237.

# Supplementary material for: Lineage-Specific Genes Are Prominent DNA Damage Hotspots during Leukemic Transformation of B Cell Precursors
**Source:** Cell Rep. 2017 Feb 14;18(7):1687–98. doi: 10.1016/j.celrep.2017.01.057
**Supplement:** Document S2. Article plus Supplemental Information

# Cell Reports

## Lineage-Specific Genes Are Prominent DNA Damage Hotspots during Leukemic Transformation of B Cell Precursors

### Graphical Abstract

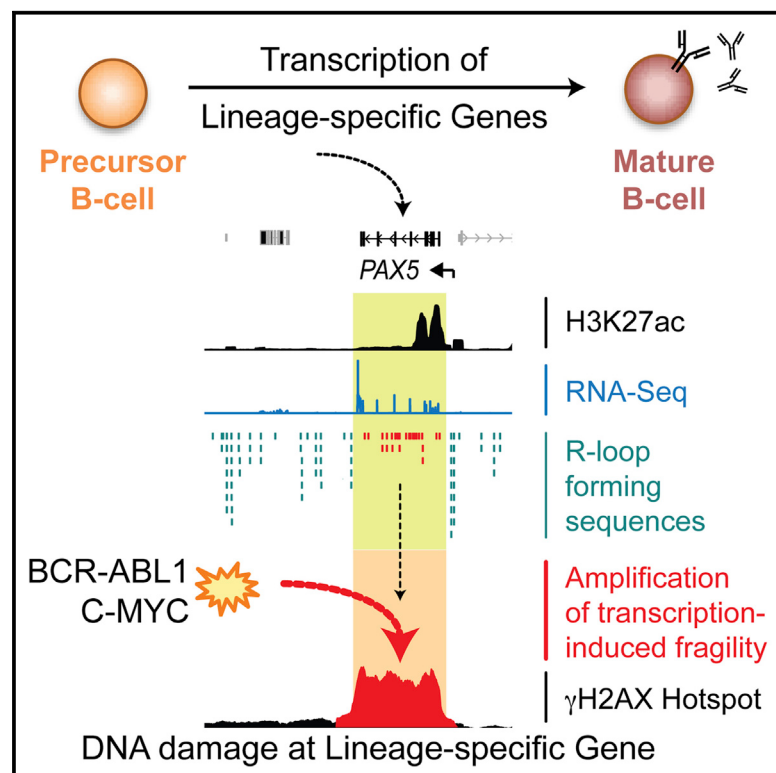

### Authors

Bryant Boulianne, Mark E. Robinson, Philippa C. May, ..., Jane F. Apperley, Justin Stebbing, Niklas Feldhahn

### In Brief

B lineage-specific genes are frequently altered in B lymphoid leukemia. Boulianne et al. show that transformed B cell precursors exhibit transcription-coupled DNA damage at B lineage genes. Likewise, lymphoid-to-myeloid conversion of transformed B cells induces DNA damage at myeloid loci, suggesting that lineage-specific transcription predisposes lineage-specific genes to subsequent alterations as observed in human leukemia.

### Highlights

- B lineage genes are  $\gamma$ H2AX-marked DNA damage sites in transformed B cell precursors
- $\gamma$ H2AX hotspots occur at highly transcribed, H3K27ac-marked genes
- $\gamma$ H2AX hotspots relate to R loop sequences and con/divergent transcription
- Myeloid lineage induction in transformed B cells causes DNA damage at myeloid loci

### Accession Numbers

GSE80682

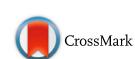

# Lineage-Specific Genes Are Prominent DNA Damage Hotspots during Leukemic Transformation of B Cell Precursors

Bryant Boulianne,<sup>1,5</sup> Mark E. Robinson,<sup>1,2,5</sup> Philippa C. May,<sup>1,3,5</sup> Leandro Castellano,<sup>2</sup> Kevin Blighe,<sup>1,2</sup> Jennifer Thomas,<sup>1,2</sup> Alistair Reid,<sup>1,3</sup> Markus Müschen,<sup>4</sup> Jane F. Apperley,<sup>1</sup> Justin Stebbing,<sup>2</sup> and Niklas Feldhahn<sup>1,6,\*</sup>

<sup>5</sup>Co-first author

<http://dx.doi.org/10.1016/j.celrep.2017.01.057>

## SUMMARY

In human leukemia, lineage-specific genes represent predominant targets of deletion, with lymphoid-specific genes frequently affected in lymphoid leukemia and myeloid-specific genes in myeloid leukemia. To investigate the basis of lineage-specific alterations, we analyzed global DNA damage in primary B cell precursors expressing leukemia-inducing oncogenes by ChIP-seq. We identified more than 1,000 sensitive regions, of which B lineage-specific genes constitute the most prominent targets. Identified hotspots at B lineage genes relate to DNA-DSBs, affect genes that harbor genomic lesions in human leukemia, and associate with ectopic deletion in successfully transformed cells. Furthermore, we show that most identified regions overlap with gene bodies of highly expressed genes and that induction of a myeloid lineage phenotype in transformed B cell precursors promotes de novo DNA damage at myeloid loci. Hence, we demonstrate that lineage-specific transcription predisposes lineage-specific genes in transformed B cell precursors to DNA damage, which is likely to promote the frequent alteration of lineage-specific genes in human leukemia.

## INTRODUCTION

Most cancers are genetically unstable (Lengauer et al., 1998) and exhibit genomic alterations that promote tumor progression (Vogelstein et al., 2013). Analyses of cancer genomes over the last decade have revealed highly mutated genomes with more than 100 alterations per tumor genome for solid tumors (Vogelstein et al., 2013), whereas liquid tumors such as leukemia are less mutated (Mullighan et al., 2007). The analyses of leukemia

genomes, however, uncovered that the most prominent group of genes to become defective in B cell precursor leukemia (B-cell precursor acute lymphoblastic leukemia [BCP-ALL] or B-lymphoid acute lymphoblastic leukemia [B-ALL]) are regulators of B cell development (40% in B-ALL and 66%–68% in high-risk B-ALL (Mullighan et al., 2007, 2009; Zhang et al., 2011)), with the transcription factors *PAX5* and *IKZF1* being altered in ~32% and ~29% of cases in high-risk B-ALL, respectively (Mullighan et al., 2009). Deletion of *IKZF1* is associated with particularly poor clinical outcomes (Mullighan et al., 2009), and recent studies based on a *PAX5* restoration model clearly validated the powerful tumor-suppressive function of *PAX5* in B lineage ALL (Liu et al., 2014). Similar to lymphoid malignancies, myeloid-lineage genes are often targets of genomic alteration in myeloid leukemia (e.g., *CEBPA*, *GATA1*, *PU.1*, and *RUNX1*; Rosenbauer and Tenen, 2007). Although this pattern of lineage-specific genetic lesions in lymphoid and myeloid leukemia cases has been frequently observed, the mechanistic basis underlying its appearance remained elusive.

DNA damage resulting from oncogenic stress was proposed as a cause of genome instability in transformed cells almost 10 years ago (Halazonetis et al., 2008). Malignant transformation of healthy cells resulting in cancer is frequently associated with the activation of an oncogene (e.g., *BCR-ABL1* in B-ALL), and, similarly, oncogene activation can occur during tumor progression. Oncogene activation may cause cellular stress, including DNA damage, as a result of oxidative stress (Sattler et al., 2000; Vafa et al., 2002) and/or replicative stress (Di Micco et al., 2006). The latter has been associated with hyper-replication, aberrant replication origin firing, and an exhaustion of the cellular nucleotide pool that interferes with efficient replication (Bester et al., 2011). DNA damage in oncogene-expressing cells has been shown to promote malignant transformation and acquisition of genomic defects in cancer models (Gilad et al., 2010). Likewise, oncogene-induced DNA damage has been associated with genomic defects found in human cancer, including solid tumors (Miron et al., 2015) and B cell lymphoma (Barlow et al., 2013). However, the potential relevance of

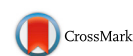

oncogenic stress in promoting genomic defects found in patients with leukemia remained unclear and has been further brought into question by the identification of the antibody-diversifying enzymes AID and RAG1 as potential drivers of genomic defects in ETV6-RUNX1-positive B cell precursor ALL (Swaminathan et al., 2015). Likewise, recurrent genomic deletions in B-ALL have been associated with aberrant RAG1 activity by others because of the presence of cryptic RAG1 cleavage sites at individual deletion breakpoints (Holmfeldt et al., 2013; Iacobucci et al., 2009; Mullighan et al., 2008).

To obtain insight into the origin of DNA damage that promotes genomic defects found in leukemia genomes, here we performed a genome-wide analysis of DNA damage in primary B cell precursors undergoing oncogene-induced leukemic transformation using chromatin immunoprecipitation sequencing (ChIP-seq). The cells analyzed by us do not express AID or RAG1; hence, identified DNA damage is thought to relate primarily to oncogenic stress present in these transformed cells.

## RESULTS

### Transformed B Cell Precursors Exhibit Genome-wide DNA Damage

B lymphoid leukemia arises from hematopoietic stem cells or B cell precursors that acquired a transforming, leukemia-initiating event. To analyze DNA damage related to leukemic transformation, we transduced primary murine bone marrow-derived B cell precursors with retroviral vectors encoding the leukemia-inducing oncogenes BCR-ABL1 or C-MYC or with an empty vector (EV) as a control (Figure 1A; Figure S1A). To increase the sensitivity of DNA damage detection, we used bone marrow from *53BP1*<sup>-/-</sup> mice. As expected, oncogene expression resulted in an immediate response characterized by elevated proliferation and a temporary phase of cellular stress (Figure 1B). Early-transformed cells further exhibited signs of DNA damage (Figure 1C; Figure S1B), which was unrelated to apoptosis (Figure 1D), or expression of AID or RAG1 (Figure S1C). We next aimed to identify the precise genomic regions that experience DNA damage upon leukemic transformation. To do so, we performed ChIP-seq on apoptotic/dead cell-depleted fractions using antibodies for the DNA-bound DNA damage response protein  $\gamma$ H2AX, as done previously by others (Barlow et al., 2013; Rodriguez et al., 2012; Seo et al., 2012).  $\gamma$ H2AX regions were identified as described previously (Barlow et al., 2013), with minor modifications to optimize calling of broad  $\gamma$ H2AX peaks.  $\gamma$ H2AX signals were highly reproducible in a repeat experiment (Figures S1D and S1E). In total, 889 and 960  $\gamma$ H2AX-regions were identified for BCR-ABL1 and C-MYC, respectively (Tables S1 and S2). Interestingly,  $\gamma$ H2AX signal intensities at  $\gamma$ H2AX-enriched regions were comparable for both BCR-ABL1- and C-MYC-expressing cells (Figure 1E). This may reflect that BCR-ABL1- and C-MYC-induced DNA damage arises in a similar manner (e.g., by replicative stress) or that BCR-ABL1-induced DNA damage mainly arises from activation of BCR-ABL1-induced expression of C-MYC (Sawyers, 1993). We therefore combined both region lists, yielding a merged list of 1,289  $\gamma$ H2AX sites that were used for further comparison (Table S3).  $\gamma$ H2AX sites were distributed over all chromosomes (Figure 1F),

but the total coverage across chromosomes highly correlated with exon coverage per chromosome (Figure 1G).

### $\gamma$ H2AX-Marked Genomic Regions Occur at B Cell Precursor-Specific Genes and Relate to Endogenous DNA Damage

How the deposited data were processed for this re-analysis (not part of the article)

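RNA-seq of primary 53BP1−/− B cell precursors transduced with empty vector (EV), BCR-ABL1 or C-MYC was analysed, with 2 libraries per condition and 6 in all. Both deposited tables hold 1 column for each of these libraries and 0 columns of other samples. Conditions and replicate numbers were taken from the sample labels and checked against the paper. The ChIP-seq signal tracks were not analysed here.

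The authors made the deposited counts by aligning poly(A) RNA reads to GRCm38/mm10 with STAR v2.5.0 and the UCSC known genes. The counts are whole numbers per gene symbol without normalization. The authors calculated the deposited FPKM values with StringTie v1.3.0. The paper's text does not name the program that counted reads, its handling of strand, or how StringTie values were combined for each gene symbol. The authors tested differential expression with DESeq2 v1.12.4, with results not analysed here. γH2AX regions, their fold changes, RPM and RPKM, and the genes they overlap are the paper's own, from Tables S1, S2, S3 and S6, and lesion genes are those of Table S5.

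From the counts, edgeR 4.0.16 in R 4.3.3 was used with all 6 libraries in 1 model without a covariate, so that the 3 conditions share an estimate of the spread. Genes passed filterByExpr with the condition as group, which left 12786 of 24421, and library sizes were scaled by TMM. Genes were called with the quasi-likelihood test at a Benjamini-Hochberg adjusted p below 0.05. Rises past a limit were tested with edgeR's glmTreat and its worst-case null on the same model. The standard error of a log2 fold change is its absolute value divided by the square root of the quasi-likelihood F. CPM values are TMM-normalized. From the FPKM values, the mean of the libraries of a condition was taken. A gene counted as highly expressed above the median FPKM of expressed genes, after the paper's methods. The paper's text gives no FPKM cut for an expressed gene, and a value above 0 was chosen here. Log2 values of FPKM have a pseudocount of 1. Differences in medians and correlations across genes or regions were tested with 100000 resamples of a permutation test, 2-sided, for which 1e-05 is the smallest p. The comparison of marker medians, with a group of 8, used an exact permutation test over all assignments, which replaced resampling after its results were seen. Shares were tested with Fisher's exact test. Random gene sets were drawn 10000 times. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used, with DESeq2 1.42.0 and limma 3.58.1 for alternatives.

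Gene identifiers of the paper's tables were matched to the symbols of the deposited tables through the GENCODE annotation of GRCm38, the tables' own symbols and older symbols carried by 1 gene only. Gene positions are from that annotation, 1-based. An annotated exon length was found for 24045 genes (98.5%).

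Totals lay between 20687092 and 24095955 counts per library, and the 10 genes with the most counts took between 4.07% and 5.28% of them. At this depth, a count of 0 allows up to 3 counts, and a fold against libraries that are all at or under 3 counts is given as a lower bound. With 2 libraries per condition, the spread between replicates limits the precision more than the depth does: the common biological coefficient of variation was 0.151.

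The test was checked on simulated counts with the real means and library sizes and 200 genes changed in C-MYC. edgeR's quasi-likelihood test recovered 84.5% of them in both comparisons with C-MYC, and it called 11 and 17 unchanged genes among 12558 tested, and 0 in the comparison of BCR-ABL1 with EV, where no gene was changed. DESeq2 called 31, 37 and 5 unchanged genes in these comparisons among 12786 genes.

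Alas2, from the marker lists, and Rag2 are named outside the following rule. The other genes named in the text are those that the paper names, and 5 of each direction between BCR-ABL1 and C-MYC. The 5 had the largest change among genes with an adjusted p below 0.05 in the same edgeR test with Benjamini-Hochberg adjustment. Such genes also had to have a γH2AX region in Table S3, no overlap between the libraries of the 2 conditions and a mean of at least 50 counts. This rule, the tests of the results and the alternatives were written before the data were examined. The tests of explanations were added after results were seen, and the closing section says which of them preceded their own outcome. Other exceptions are counts per kilobase of annotated exon in place of FPKM and matching by the tables' own symbols only, both chosen after seeing the data. The alternatives covered the definition of an expressed gene, the pseudocount, the filter on low counts, TMM against DESeq2's size factors, DESeq2's test, limma on log2 FPKM, a model of only the 4 libraries compared, a model with a term for the replicate number, histone genes, regions that overlap 1 gene only, the measure of γH2AX, and leaving out replicates. Lists of markers of myeloid cells, T and NK cells, stromal cells, plasmacytoid dendritic cells, erythroid cells and the B lineage were written before the expression values were seen. Ighm, which Figure 2B shows, has no entry in the tables used here.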

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

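The tests in this part were chosen after the comparisons with EV had been seen.

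The paper compares expression between BCR-ABL1 and C-MYC and reports no count of genes that differ from EV. Against EV, 650 genes were higher in BCR-ABL1 and 2383 in C-MYC at an adjusted p below 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 12786 genes), with a median log2 fold change of 0.61 and 0.73. Counts simulated at the real library sizes, with the spread of the fitted model, gave 0 unchanged genes called in BCR-ABL1 and 17 in C-MYC. Library size alone does not give these numbers under that model, which leaves out effects of batch or replicate. A few genes with most of the counts are also not the cause, since the 10 highest genes held at most 4.40% of a library of EV or BCR-ABL1 and at most 5.28% of a library of EV or C-MYC. When the trend over GC content and gene length was removed from each library, 683 genes were higher in BCR-ABL1, of which 534 were among the 650, and 2613 were higher in C-MYC, of which 2248 were among the 2383. Fewer cells of other types would raise genes of B cells, but by no more than the share of B cells rose. The highest of 8 B lineage markers rose by 0.28 on the log2 scale in BCR-ABL1, which with 2 standard errors sets a limit of 0.584. Of the lists of myeloid, T and NK, stromal and plasmacytoid dendritic cell markers, the least affected fell by a median of -2.81 in BCR-ABL1, with counts under 3 set to 3. If these lists stand for all other cells, B cells gave at least 63.2% of the RNA of EV and the limit in C-MYC is 0.662. The B lineage markers did not set the limit in C-MYC, where all 8 were lower than in EV and the highest had -0.33. The list of erythroid markers was left out because only Alas2 of its 8 genes was tested, which did not fall in BCR-ABL1. Over all 12786 genes, 93 rose past the limit in BCR-ABL1, with a median log2 fold change of 2.01, and 286 in C-MYC, with a median of 1.42 (adjusted p below 0.05, edgeR's quasi-likelihood test against a minimum fold change with Benjamini-Hochberg adjustment). The other 557 and 2097 genes did not pass the test against the limit. For them, fewer cells of other types and a change within B cell precursors cannot be told apart. Some of their estimates still lay above the limit. Of the 650 and 2383 called genes, 181 and 616 had a log2 fold change of at least 1. The limit test used the model without a term for the replicate number, and with that term 1221 genes were called higher in BCR-ABL1 than in EV. Myc in BCR-ABL1 was named before the data were examined and is weighed on its own. The limits would be too low if BCR-ABL1 lowers all 8 markers, which was not tested. For the 93 and 286 genes, the differences may reflect the action of the oncogenes, a hypothesis found and examined on the same 6 libraries. Differences in culture or harvest between the conditions stay open, because the labels give no batch.

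Myc was higher in BCR-ABL1 than in EV, where the vector carries no C-MYC, with a log2 fold change of 1.122 (standard error 0.19, adjusted p = 0.00681 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, higher in 2 of 2 libraries than in both of EV). Leaving out each library in turn gave 0.93 to 1.34. Reads from the C-MYC libraries would explain the rise only if they made up 14.1% of the BCR-ABL1 reads. Every gene would then reach at least this share of its C-MYC level, but 15 genes lay below it by more than 2 standard errors, among them Lingo3, with 0 and 1 counts in BCR-ABL1. Across 9 other genes far higher in C-MYC than in EV, the median log2 change in BCR-ABL1 was 0.87 against the 1.35 that such reads would give, and 6 of the 9 lay below their own value. Fewer cells of other types would raise Myc by no more than the B lineage markers, whose highest value was 0.28. The rise of Myc lay 2.88 standard errors above the limit of 0.584, and above it with each library left out, which argues against fewer cells of other types unless BCR-ABL1 lowers all 8 markers. Among all 12786 genes, where no gene is singled out, Myc did not pass the test against this limit (adjusted p = 0.115, edgeR's quasi-likelihood test against a minimum fold change with Benjamini-Hochberg adjustment). That test used the model without a term for the replicate number. With such a term the standard error of Myc was 0.127 in place of 0.187, so the outcome of a limit test with it stays open. A rise of endogenous Myc in BCR-ABL1 cells is a candidate explanation, with the rise seen and examined on the same libraries. The paper itself names C-MYC expression induced by BCR-ABL1 as a possible main source of the DNA damage in these cells.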

How the results depend on the processing

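Every alternative kept the direction of the shares of γH2AX-region genes in the high-expression category, the differences in median expression, the correlations of γH2AX with expression and the concordance of single-condition regions, on the same side of the threshold where a test was run. Over the alternatives that keep both libraries, the share of BCR-ABL1 region genes in the high category ran from 59.2% to 96.0%, and that of C-MYC region genes from 56.3% to 95.1%. Counts per kilobase of annotated exon in place of FPKM, chosen after seeing the data, gave 77.1% and 73.8%, and matching genes by the tables' own symbols only, also chosen afterwards, gave 77.7% and 74.9%.

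The share of regions with at least 1 high gene moved with the definition of an expressed gene: it was 92.5% in BCR-ABL1 and 91.5% in C-MYC with FPKM above 0.1, 85.4% and 84.6% with FPKM above 1, and 99.8% and 99.6% with the median of all genes. Without replication-dependent histone genes it was 97.4% and 96.8%. The definitions of an expressed gene move the median that parts the categories by their construction.

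Leaving out a replicate number left 1 library per condition. For Tbp and Myc, single libraries were left out in turn, which left 1 library in that condition. Only effect sizes are given for these settings. The share in the high category was then 74.7% to 75.0% in BCR-ABL1 and 71.9% to 72% in C-MYC, the share of regions with a high gene 96.2% to 96.4% and 95.4% to 95.5%, and the difference in medians in BCR-ABL1 4.36 to 4.38. The correlation of the γH2AX ratio with expression was 0.402 to 0.415 for all genes and 0.527 to 0.529 for differentially expressed genes. The log2 fold change of Tbp ran from -0.11 to 0.34 in BCR-ABL1 and from -0.05 to 0.40 in C-MYC, and its sign reversed without replicate 2 of EV in both (-0.107 and -0.046). That of Myc ran from 0.93 to 1.34 in BCR-ABL1 and from 2.96 to 3.46 in C-MYC. The share of Table S6 genes that were high in BCR-ABL1 was 58.4% to 59.1%. Counts of differentially expressed genes were not recomputed without a replicate, since the condition would have 1 library.

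Counts of differentially expressed genes moved most. The genes higher in BCR-ABL1 than in EV, 650, were 364 when every library had to reach 10 counts, 402 with only the 4 libraries compared, 340 with limma on log2(FPKM + 1), 181 at an absolute log2 fold change of at least 1, and 1142 at an adjusted p below 0.1; the genes lower than in EV, 1530, were 901 when every library had to reach 10 counts. The genes higher in C-MYC than in BCR-ABL1, 1468, were 2271 with only the 4 libraries compared, 950 with limma, and 531 at an absolute log2 fold change of at least 1. The last setting gave 729 in place of 1523 genes higher in BCR-ABL1 than in C-MYC, and 616 in place of 2383 genes higher and 1888 in place of 3132 genes lower in C-MYC than in EV. The stricter thresholds and filters lower the counts by their construction; for the other settings the cause was not tested. DESeq2's test and its size factors in edgeR kept all 6 counts within 1.5 times.

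Replicate numbers are shared between the conditions, but neither the paper nor the labels say that a number marks a shared day. Deviations from the condition means correlated between same-numbered libraries at 0.273 for EV and BCR-ABL1, 0.236 for EV and C-MYC, and 0.204 for BCR-ABL1 and C-MYC. With a replicate block, 1221 genes were higher in BCR-ABL1 than in EV, among them all 650, and the other counts stayed within 1.5 times; Tbp had 0.11 and 0.17 and Myc 1.14 and 3.22.

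The difference in expression between lesion genes with and without a γH2AX region was 1.06 (permutation test, p = 0.0568) when genes of entries that name several genes were added, against 2.43 with entries of a single gene; the cause was not tested.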

Differences from the paper's values

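None of the values compared with the paper's differed by more than 1.5 times. In Fig. 4E, read by eye, about 72% of γH2AX-associated genes are in the high category in each condition, against 76.7% in BCR-ABL1 and 74.04% in C-MYC here. The paper gives 2300 genes that overlap its 1289 merged regions, and its Table S3 lists 2301 symbols.

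The paper states that the cells analysed do not express RAG1, from qRT-PCR with total thymus as the positive control. Thymus was not analysed here. In the deposited counts, Rag1 had 1520 and 1409 reads in EV, 787 and 936 in BCR-ABL1, and 130 and 183 in C-MYC, or 8.68 ± 1.01, 4.85 ± 0.165 and 0.876 ± 0.223 FPKM (SD, n = 2).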

Other observations

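In this part, the tests of explanations for the expression of γH2AX-region genes were written before their own results were seen, while those on cell composition, on genes higher in C-MYC than in BCR-ABL1 and on Rag1 were chosen only after the results were seen.

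Genes with a γH2AX region were more often in the high-expression category than other genes. Gene length did not account for this: random genes matched on length were high in 30.4% of cases in BCR-ABL1 (95% of 10000 draws between 28.2% and 32.6%, n = 1547 genes) against 76.7%, and in 28.7% in C-MYC. The scale of the FPKM values did not either, since counts per kilobase of exon gave 77.1% in BCR-ABL1. Nor did these genes rise as a set relative to random genes matched on EV counts. Their median log2 fold change against EV was 0.0175 in BCR-ABL1 (matched genes 0.0791, 95% between 0.0588 and 0.0967). In C-MYC it was -0.0093 (matched genes -0.0076, 95% between -0.05 and 0.03). The normalization assumes that most genes do not change, so a general rise of RNA per cell would not show. A median does not exclude rises of single genes, and EV cultures also held more RNA of other cell types. In EV, 77.1% of the BCR-ABL1 region genes and 74.8% of the C-MYC region genes were already in the high category. The expression that goes with γH2AX in these conditions may thus be a property of the B cell precursors before transformation. γH2AX in EV cells was not analysed here.

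The 361 low-expression genes of BCR-ABL1 regions and the 471 of C-MYC regions lay mostly beside a highly expressed neighbor. In BCR-ABL1, 91.1% of them shared their region with a high gene, and in C-MYC 90.2%. Broad regions over highly expressed genes that also cover genes of lower expression would give this pattern. Few of the low genes were silent: 25 in BCR-ABL1 and 40 in C-MYC had an FPKM of 0. Histone and noncoding genes, which poly(A) selection or their size can keep from being counted, were not the main part, since 68.4% of the low genes in BCR-ABL1 and 70.9% in C-MYC were protein-coding genes other than histone genes. Only 14 low genes in BCR-ABL1 and 16 in C-MYC were alone in their region.

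Markers of cell types other than B cells were lower in both oncogene conditions than in EV. The median log2 fold change in BCR-ABL1 was -3.57 for 12 myeloid markers, -4.30 for 8 T and NK cell markers and -4.42 for 5 stromal markers, and in C-MYC it was -2.46, -4.74 and -6.14. With genes at or under 3 counts set to their bound, the medians were -3.45, -4.30 and -4.42 in BCR-ABL1, and -2.46, -4.70 and -5.76 in C-MYC. Lyz2, the most abundant of the myeloid markers, had 10615 and 16518 counts in EV, 2054 and 2953 in BCR-ABL1, and 2861 and 5034 in C-MYC. The study itself names 3 of the myeloid markers, and 7 of the 8 B lineage markers are among the genes of Figure 2B. Which of the markers B cell precursors also express was not tested. The B lineage markers had a median of 0.12 in BCR-ABL1 and -0.79 in C-MYC. In BCR-ABL1, the myeloid and the T and NK cell medians differed by 0.74 (exact permutation test over the markers, 2-sided, p = 0.322), so the test did not separate these lists. Single markers ran from -5.27 to -1.70 in the myeloid list and from -5.62 to -1.39 in the T and NK list. Equal dilution of other cell types is therefore not shown in BCR-ABL1. In C-MYC the medians of these lists differed by 2.29 (exact permutation test, 2-sided, p = 0.0164), so an equal dilution of all other cell types is argued against there. A larger remaining share of myeloid cells, or expression of myeloid genes by C-MYC cells, stays open. Of 5 plasmacytoid dendritic cell markers, 3 were tested, with a median of -2.80 in BCR-ABL1 and -1.25 in C-MYC. Of 8 erythroid markers, only Alas2 was tested (0.40 and -0.09), and the other 7 had 0 counts in every library. Comparisons with EV therefore mix changes within B cell precursors with a change in the cells present.

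More myeloid cells in the C-MYC cultures could also raise genes in C-MYC over BCR-ABL1, because the myeloid markers had a median of -1.40 in BCR-ABL1 against C-MYC. Of the 1468 genes higher in C-MYC than in BCR-ABL1, 1091 (74.3%) were also higher in C-MYC than in EV, where the myeloid markers were highest, so myeloid cells do not account for these. Both comparisons share the C-MYC libraries. Of 1404 genes called higher in C-MYC than in BCR-ABL1 in counts simulated with EV at the level of C-MYC, 84 were higher in C-MYC than in EV at an unadjusted p below 0.05, against 1129 of the 1468 genes here. For the other 377 genes, the median log2 fold change of BCR-ABL1 against EV was -1.88, and for them myeloid cells and a change within B cell precursors cannot be told apart, because the genes were picked for the difference itself.

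Reads of Rag1 were present in EV and BCR-ABL1. T cells in the cultures do not account for those in BCR-ABL1: from EV to BCR-ABL1 the T and NK cell markers had a median log2 fold change of -4.30, and Rag1 had -0.77 (standard error 0.17, adjusted p = 0.021 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, lower in 2 of 2 libraries). In C-MYC, Rag1 had -3.19 (standard error 0.19, adjusted p = 0.000162 from the same edgeR test with Benjamini-Hochberg adjustment). Rag2 had 299 and 267 counts in EV, 276 and 272 in BCR-ABL1, and 70 and 88 in C-MYC. Protein levels were not analysed here.

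Of the 22 B cell precursor genes of Figure 2B, 21 were tested, and 16 differed from EV in at least 1 oncogene condition (17 adjusted over the list alone; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In BCR-ABL1, 4 were lower and 0 higher, with a median log2 fold change of -0.05. In C-MYC, 16 were lower and 0 higher, all 21 values were negative and the median was -0.78. The difference between the conditions was not tested as a set.

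Lesion genes of human B-ALL in Table S5 with a γH2AX region had a higher expression than those without. The median log2(FPKM + 1) over the BCR-ABL1 and C-MYC libraries was 6.00 for 18 genes and 3.57 for 55 genes, a difference of 2.43 (permutation test, 2-sided, p = 0.00613), and 2.53 in the EV libraries. Genes of the CEBPA plus doxycycline regions of Table S6 that lie in no merged region of Table S3 were examined in the BCR-ABL1 RNA-seq libraries. Those libraries are from other cultures, which were not reprogrammed. These genes were in the high category there in 732 of 1187 cases (61.7%), against 27.0% of 20888 other genes (Fisher's exact test, 2-sided, p = 6.35e-129). The share depended on the definition of an expressed gene: with FPKM above 1 it was 38.8%, no longer a majority. It was 69.5% over all genes of Table S6 and 71.3% for regions that overlap 1 gene only. In EV the share was 68.7% and in C-MYC 61.2%. The CEBPA cells came from wild-type mice, were cultured for longer and without interleukin, and were enriched for myeloid cells. The RNA-seq cultures also held reads of myeloid markers. The mean FPKM of Lyz2 was 557 in EV, 99.6 in BCR-ABL1 and 155 in C-MYC. The shares therefore do not show whether the genes of Table S6 were highly expressed in B cell precursors before reprogramming.

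FPKM and counts differ for some genes. Relative to the median gene, the FPKM of Myc was 14.0 times below the level that its counts per kilobase of exon give. Of 7148 genes with 0 counts in all 6 libraries, 563 had an FPKM above 0 in at least 1 library. How the values were combined for each gene symbol is not given in the paper's text.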
